# GLI3 regulates muscle stem cell entry into G_Alert_ and self-renewal

**DOI:** 10.1038/s41467-022-31695-5

**Published:** 2022-07-08

**Authors:** Caroline E. Brun, Marie-Claude Sincennes, Alexander Y. T. Lin, Derek Hall, William Jarassier, Peter Feige, Fabien Le Grand, Michael A. Rudnicki

**Keywords:** Regeneration, Muscle stem cells, Cytological techniques, Experimental organisms, Cell signalling

## Abstract

Satellite cells are required for the growth, maintenance, and regeneration of skeletal muscle. Quiescent satellite cells possess a primary cilium, a structure that regulates the processing of the GLI family of transcription factors. Here we find that GLI3 processing by the primary cilium plays a critical role for satellite cell function. GLI3 is required to maintain satellite cells in a G_0_ dormant state. Strikingly, satellite cells lacking GLI3 enter the G_Alert_ state in the absence of injury. Furthermore, GLI3 depletion stimulates expansion of the stem cell pool. As a result, satellite cells lacking GLI3 display rapid cell-cycle entry, increased proliferation and augmented self-renewal, and markedly enhanced regenerative capacity. At the molecular level, we establish that the loss of GLI3 induces mTORC1 signaling activation. Therefore, our results provide a mechanism by which GLI3 controls mTORC1 signaling, consequently regulating muscle stem cell activation and fate.

## Abstract (web summary)

Primary cilia regulate the processing of the GLI transcription factors and Hedgehog signaling. Here, the authors show that cilia-related GLI3 controls both the quiescence-to-activation transition and self-renewal in muscle stem cells.

## Introduction

Adult muscle stem cells, or satellite cells, reside within their niche between the basal lamina and myofiber sarcolemma in a reversible G_0_ quiescent state^1^. Upon muscle damage, the niche is modified, inducing the transition from quiescence to activation in satellite cells. This process triggers mechano-property changes, migration, metabolic activation, increased RNA transcription and protein synthesis, and cell cycle entry^2–6^. Once activated, satellite cells proliferate extensively to generate myogenic progenitors that differentiate and fuse to repair the injured myofibers, while a subset of satellite cells self-renew and return to quiescence to replenish the stem cell pool^1^. Hence, the ability to self-renew and reversibly enter quiescence is a hallmark of satellite cells that ensures proper muscle repair throughout life. Interestingly, in response to extrinsic cues, satellite cells can dynamically transit from a G_0_ to a G_Alert_ quiescent state, which is mediated by mTORC1 signaling^6–9^. Whether other pathways regulate this poised activation state that confers enhanced regenerative capacity to the G_Alert_ satellite cells remains unestablished.

A high proportion of quiescent satellite cells harbor a primary cilium, which rapidly disassembles upon activation and reassembles preferentially in self-renewing satellite cells^10^. The primary cilium is a small, non-motile, microtubule-based structure anchored to a cytoplasmic basal body that protrudes from cells in G_0_^11^. It acts as a nexus for cellular signaling, most notably Hedgehog signaling^12,13^, wherein cilia-mediated processing of the GLI family of transcription factors is required for Hedgehog signal transduction^14–16^. Although there are three GLI transcription factors (GLI1-3), only GLI3 contains a potent N-terminal repressor domain.

In the absence of Hedgehog ligands, GLI3 is sequentially phosphorylated at the base of the cilium, first by the cAMP-dependent protein kinase A (PKA) and then by glycogen synthase kinase 3 (GSK3) and casein kinase 1 (CK1)^17–20^. GLI3 phosphorylation promotes its proteolytic cleavage, converting it to a repressor form. Accordingly, decreased ciliary PKA activity leads to the activation of Hedgehog signaling independently of Hedgehog ligand-receptor binding^21–24^. Hedgehog ligand-receptor binding induces the accumulation of GLI3 at the cilium tip, thereby limiting its phosphorylation and cleavage^14,19^. Thus, the primary cilium controls the balance between the full-length activator (GLI3FL) and cleaved repressor (GLI3R), which typically dictates the activation state of Hedgehog signaling.

Although studies have demonstrated that primary cilia act as a signaling hub, their role in satellite cell function remains unknown. Here, we identify GLI3 as a mediator of the cell-autonomous, cilia-related control of satellite cell function. Using a conditional knockout strategy, we show that the repressor form of GLI3 (GLI3R) controls the expansion and self-renewal of muscle stem cells through the regulation of mTORC1 signaling. Moreover, we find that the genetic ablation of *Gli3* promotes G_0_ to G_Alert_ transition of quiescent muscle stem cells. Overall, the G_Alert_ transition and the increased ability to self-renew confer the enhanced regenerative capacity to the *Gli3*-depleted satellite cells. We, therefore, suggest that primary cilia-mediated GLI3 processing controls the activation and regenerative ability of muscle stem cells.

## Results

### *Gli3* displays high expression in satellite cells

Satellite cells harbor a primary cilium^10,25^, yet the cilia-mediated pathways regulating satellite cell function remain uncharacterized. As the Hedgehog pathway requires the primary cilium for its transduction^12^, we hypothesized that cilia-mediated Hedgehog signaling regulates satellite cell function.

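Satellite cells were isolated by FACS from uninjured hindlimb muscles (quiescent satellite cells, QSCs) or from muscles injured with cardiotoxin 3 days earlier (activated satellite cells, ASCs), with 3 libraries per state from control (*Gli3*+/+) mice. Each QSC library combined 2 to 3 mice and each ASC library came from 1 mouse. Polyadenylated RNA was sequenced from 20 ng of total RNA with a protocol that keeps the strand. The authors assigned the reads to GRCm38 transcripts of GENCODE vM19 with salmon and summed them to genes with tximport. They deposited the estimated counts of 25093 genes without normalization, together with tables of their own DESeq2 comparisons. Reads that fit several transcripts are shared out by salmon, and 49.2% of the values of the QSC libraries were not whole numbers; they were rounded before testing. The *Gli3*+/+ QSC libraries held 39556784, 65340069 and 47007056 estimated counts. Counts are given below as CPM (counts scaled to the same library size) after edgeR's TMM normalization, except where stated. The columns of the 6 ASC libraries in the count table could not be matched to sample labels, so their counts were not used, and every ASC value comes from the authors' deposited tables.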

We first performed RNA-sequencing on freshly isolated satellite cells from resting and injured muscles. Although the FACS method induces partial activation^26–28^, we refer to the freshly isolated satellite cells (SCs) as quiescent satellite cells (QSCs) in the manuscript. In addition, the mixed population of proliferating satellite cells and progenitors isolated from 3 days post-cardiotoxin (CTX)-injured muscles will be referred as to activated satellite cells (ASCs)^29^. 

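In *Gli3*+/+ QSCs, *Ptch1* (ENSMUSG00000021466.12, chromosome 13 of GRCm38, 63508328 to 63573598) was counted at 115 ± 34.4 CPM (SD, n = 3 libraries). *Smo* (ENSMUSG00000001761.7, chromosome 6, 29735503 to 29761365) was at 98.8 ± 16.4 CPM (SD, n = 3). Among the transcriptional effectors, *Gli1* (ENSMUSG00000025407.7, chromosome 10, 127329882 to 127341974) was at 45.7 ± 1.56 CPM and *Gli2* (ENSMUSG00000048402.14, chromosome 1, 118834132 to 119053619) at 90.2 ± 11 CPM (SD, n = 3 each). *Gli3* (ENSMUSG00000021318.15, chromosome 13, 15463235 to 15730026) was the lowest of the 5 genes, at 10.2 ± 0.864 CPM (SD, n = 3), and its count reached 655 in the library where it was highest.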

We observed that the components of canonical Hedgehog signaling, namely the receptor *Patched1* (*Ptch1*), the signal transducer *Smoothened* (*Smo*), and the three transcriptional effectors *Gli1*, *Gli2*, and *Gli3*, are expressed in QSCs (Supplementary Fig. 1a). However, expression of conserved GLI-target genes^30^, such as *Gli1*, *Ptch1*, *Ptch2*, *Hhip*, and *Bcl2*, is significantly downregulated as satellite cells transit from quiescence to activation (Supplementary Data file 1 and Supplementary Fig. 1b). 

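In *Gli3*+/+ QSCs, *Hhip* was counted at 36.3 ± 5.86 CPM and *Bcl2* at 99.7 ± 20.5 CPM (SD, n = 3 libraries each). In the authors' deposited table of *Gli3*+/+ ASCs against *Gli3*+/+ QSCs, whose fold changes are shrunken by apeglm, the log2 fold change in ASCs was −3.80 for *Hhip* (adjusted p = 8.4e-18 from DESeq2), −2.96 for *Gli1* (adjusted p = 3.1e-27 from DESeq2) and −2.71 for *Bcl2* (adjusted p = 2.58e-18 from DESeq2). *Ptch1* changed less in the authors' deposited table, by −1.46 (adjusted p = 0.000218 from DESeq2). *Smo* was not called in the authors' deposited table, with a log2 fold change of −0.14 (adjusted p = 0.557 from DESeq2).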

The increased expression of *Cdk6*, *Ccnd2*, and *Ccnd1* is likely due to the cycling state of the ASCs.

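*Cdk6* was counted at 9.78 ± 3.06 CPM and *Ccnd2* at 4.46 ± 2.32 CPM in *Gli3*+/+ QSCs (SD, n = 3 libraries each), and *Ccnd1* varied more between libraries, at 81.2 ± 49.2 CPM (SD, n = 3). The authors' deposited table gives log2 fold changes in ASCs of 5.04 for *Cdk6* (adjusted p = 1.65e-66 from DESeq2), 5.87 for *Ccnd2* (adjusted p = 1.33e-12 from DESeq2) and 3.01 for *Ccnd1* (adjusted p = 1.16e-09 from DESeq2).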

Interestingly, the transcriptional effector *Gli3* is enriched in ASCs, while the expression of *Gli1* and *Gli2* is strikingly downregulated (Supplementary Data file 1 and Supplementary Fig. 1b). 

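In *Gli3*+/+ QSCs, *Gli3* was counted below *Gli2* in each of the 3 libraries. *Gli3* had a log2 fold change of 2.26 in ASCs in the authors' deposited table of *Gli3*+/+ cells (standard error 0.31, adjusted p = 5.95e-13 from DESeq2) and *Gli2* one of −4.56 (standard error 0.31, adjusted p = 1.86e-48 from DESeq2). For *Gli3*∆/∆ cells the authors' deposited table gives a change of *Gli3* of 1.33 (adjusted p = 2.46e-05 from DESeq2) and that of *Gli2* −4.01 (adjusted p = 7.94e-38 from DESeq2). Whether the change of *Gli3* differs between the genotypes was not tested.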

Expression analyses on QSCs, ASCs, proliferating myoblasts, and differentiated myotubes further confirmed that only *Gli3* is enriched in ASCs and proliferating myoblasts (Fig. 1a), supporting the hypothesis that GLI3 is a key player in Hedgehog signal transduction across myogenic progression.

**Fig. 1:**
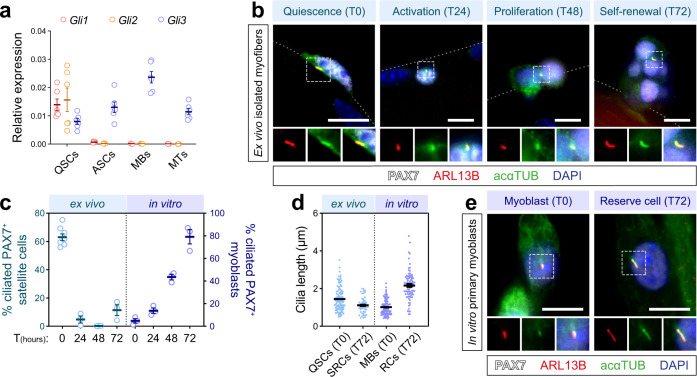
Primary cilia are dynamically regulated in muscle cells. **a** *Gli1*, *Gli2*, and *Gli3* expression determined by RT-qPCR and normalized to *Ppia* and *Rps18* in QSCs, ASCs, myoblasts (MBs), and 3 days-differentiated muscle cells or myotubes (MTs) (*n* = 6 (three males and three females for each genotype)). **b** Representative immunofluorescence staining of PAX7 (white), ARL13B (red), acetylated alpha-TUBULIN (acαTUB, green), and nuclei (blue) showing primary cilia on freshly isolated (T0) and cultured myofibers (T24-72). **c** [ex vivo] Proportion of PAX7^+^ quiescent (T0), activated (T24), proliferating (T48), and self-renewing (T72) satellite cells harboring a primary cilium (ARL13B^+^/acαTUB^+^, > 0.5 µm) on myofibers (*n* = 8 mice for T0; *n* = 3 mice for T24, T48, and T72). [in vitro] Proportion of PAX7^+^ primary myoblasts harboring a primary cilium during the 72-h-differentiation time course (*n* = 3 biologically independent samples). **d** Cilia length measurement on quiescent (QSCs) and self-renewing (SRCs) PAX7^+^ satellite cells, PAX7^+^ myoblasts (MBs), and reserve cells (RCs) (QSCs, *n* = 112 and SRCs, *n* = 48 cells examined from three mice; MBs, *n* = 97 and RCs, *n* = 48 cells examined from six biologically independent samples). **e** Representative immunostaining of PAX7 (white), ARL13B (red), acαTUB (green), and nuclei (blue) showing primary cilia on a myoblast (MB) (T0) and a reserve cell (RC) (T72). Scale bars, 10 µm. Means ± SEM.

### Cilia dynamics controls GLI3 processing in myogenic cells

As GLI3 activity relies on the primary cilium^15,19^, we investigated the kinetics of primary cilia assembly and disassembly on cultured myofibers and myoblasts (Supplementary Fig. 1c). Primary cilia were labeled by immunostaining using antibodies directed against the primary cilium-specific protein ARL13B and acetylated α-TUBULIN (acαTUB) (Fig. 1). Only acαTUB^+^/ARL13B^+^ elongated structures (>0.5 µm) were enumerated to avoid counting ciliary vesicles as cilia. Hence, on freshly isolated myofibers from the extensor digitorum longus (EDL) muscle, we found that more than 60% of the satellite cells have a primary cilium with an average length of 1.44 µm (Fig. 1b–d). The length was slightly reduced compared to previous reports^10^. This may be due to our method and time of digesting single myofibers, which results in partial activation of muscle stem cells^26–28^. When satellite cells enter the cell cycle (Fig. 1b, Activation), primary cilia length decreases sharply. Then, primary cilia disassemble prior to mitosis (Fig. 1b, Proliferation) to reassemble specifically in the PAX7^+^ self-renewing cells^10^ (Fig. 1b, Self-renewal). Accordingly, less than 10% of proliferating myoblasts exhibit a primary cilium longer than 0.5 µm and upon differentiation induced by serum starvation, elongated primary cilia reappear in the PAX7^+^ ‘reserve’ cells^31^ specifically (Fig. 1c–e).

Full-length and non-PKA phosphorylated GLI3 (GLI3FL) localizes throughout the primary cilium, while the cleaved repressor GLI3R is found at the basal body of the cilium where its proteolytic processing occurs^14,19,32^. To assess the temporal coordination of muscle cell ciliation and both GLI3 localization and proteolytic processing, we performed immunostaining and Western blot on satellite cells and primary myoblasts (Fig. 2 and Supplementary Fig. 2). In cycling satellite cells and myoblasts devoid of primary cilia, GLI3 localizes mainly in the cytoplasm and around the microtubule-organizing centers (Fig. 2a, T0 and Supplementary Fig. 2a, b). However, when they exhibit primary cilia, 65% of them display GLI3 accumulation at the axoneme and the tip of primary cilia (Fig. 2a, T0). Accordingly, the GLI3FL protein level is the highest in proliferating myoblasts (Fig. 2c–f, T0). When myoblasts undergo differentiation, GLI3 progressively transits from the axoneme to the basal body of primary cilia (Fig. 2a, b, T24-T72), concomitantly increasing the level of GLI3R at the expense of GLI3FL (Fig. 2c–f). At 72 h, the PAX7^+^ ‘reserve’ cells have a cilium and maintain a high GLI3R level (Fig. 2, T72, RCs), whereas differentiated myotubes have no primary cilium and do not express GLI3 (Fig. 2c, d, T72, MTs). As observed in the reserve cells, no GLI3 staining was detected at the primary cilium of QSCs, except for a few cells in which the GLI3 antibody clearly labels the basal body, where PKA is expressed (Supplementary Fig. 2a, b). Although reserve cells are not bona fide QSCs, they display a similar ciliation profile, suggesting GLI3 is mainly processed as a repressor in QSCs.

**Fig. 2:**
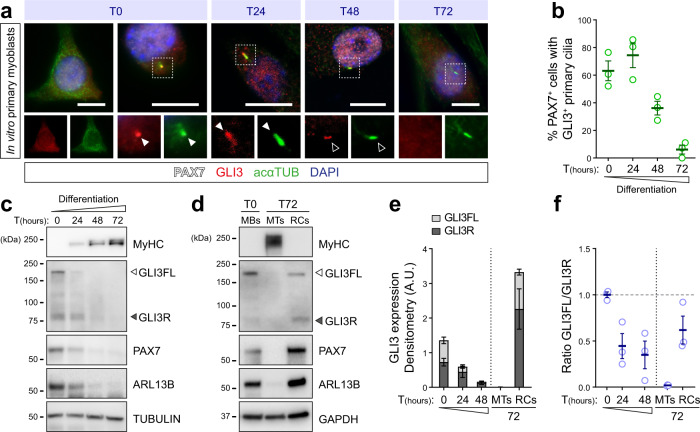
GLI3 subcellular localization and proteolytic processing rely on primary cilia dynamics. **a** Immunostaining of GLI3 (red) in primary cilia labeled by acetylated α-TUBULIN (acαTUB, green) of PAX7^+^ primary myoblasts (white) during their differentiation time course. White arrows indicate the tip of the primary cilium; empty arrows indicate the basal body. **b** Proportion of PAX7^+^ cells that display a GLI3^+^ primary cilium during myoblast differentiation time course (*n* = 3 biologically independent samples). **c** Immunoblot analysis of GLI3 full-length (GLI3FL) and repressor (GLI3R) and the ciliary membrane marker ARL13B in proliferating myoblasts from 0 to 72 h of differentiation. PAX7 and MyHC (myosin heavy chain) are used to monitor myogenic differentiation. TUBULIN is used as a loading control. **d** Immunoblot analysis of ARL13B, GLI3FL, and GLI3R in myoblasts (MBs), 72 h-differentiated myoblasts or myotubes (MTs), and reserve cells (RCs). Both MBs and RCs express PAX7 while MTs express the myogenic differentiation marker MyHC. GAPDH is used as a loading control. **e** Densitometric analysis of the level of GLI3FL and GLI3R relative to TUBULIN signals of six (−24 h) and three biological replicates (0–72 h). **f** Ratio of GLI3FL/GLI3R relative to GAPDH (−24 h, *n* = 6 biological replicates; 0–72 h, *n* = 3 biological replicates). Scale bar, 10 µm. Means ± SEM.

To confirm that cilia- and PKA-mediated regulation of GLI3 processing is conserved in muscle cells, primary myoblasts were treated with either forskolin (FSK), an adenylyl cyclase activator that stimulates PKA^19,32^, as a mean to increase GLI3 processing, or with siRNA against *Ift88* to disrupt primary cilia assembly and GLI3 processing^16^. Additionally, myoblasts were treated with SAG, a SMOOTHENED agonist that induces accumulation of GLI3 in the primary cilium, thus abrogating its proteolytic processing^19,33^. Accordingly, SAG-treated myoblasts exhibit GLI3 ciliary accumulation, while FSK treatment prevents it and promotes GLI3 proteolytic cleavage (Supplementary Fig. 2c–g). Knocking-down *Ift88* decreases GLI3R levels, consequently increasing GLI3FL/GLI3R ratio (Supplementary Fig. 2h–j). Hence, FSK treatment decreases the expression of the two well-known GLI-target genes, *Gli1* and *Ptch1*, whereas *siIft88* and SAG treatments increase it (Supplementary Fig. 2k–n). Importantly, *Gli3* siRNA treatment induces similar upregulation of *Gli1* and *Ptch1* (Supplementary Fig. 2m), indicating that GLI3FL is dispensable for GLI-target gene expression and that the predominant regulatory form is the GLI3R repressor. These results indicate that GLI3 processing regulated by ciliary PKA is conserved in myoblasts and suggest that a similar process occurs in satellite cells.

Collectively, these results show that transient primary cilia disassembly during cell cycle entry and proliferation abolishes GLI3R processing, promoting ciliary GLI3FL accumulation. Upon differentiation, myoblasts reassemble a primary cilium that will be maintained in the self-renewing “reserve” cell population only. GLI3 leaves the primary cilium and is mainly expressed as a repressor. Thus, our results suggest that the ratio of GLI3FL/GLI3R relies, at least in part, on cilia dynamics, as satellite cells progress through the myogenic lineage and self-renew.

### GLI3R controls the regenerative potential of satellite cells

To characterize the role of GLI3 in regulating satellite cell function, we generated *Pax7*^*CE/+*^; *Gli3*^*+/+*^; *R26R*^*YFP*^ and *Pax7*^*CE/+*^; *Gli3*^*fl/fl*^; *R26R*^*YFP*^ (hereafter referred to as *Gli3*^*+/+*^ and *Gli3*^∆/∆^ mice, respectively), in which *Gli3* was excised in satellite cells that are simultaneously labeled by YFP upon tamoxifen induction (Supplementary Fig. 3a). The efficiency of *Gli3* excision was confirmed in QSCs and their myogenic progeny (ASCs, MBs, and MTs) (Supplementary Fig. 3b, c).

Uninjured resting muscles exhibit no gross histological abnormalities upon tamoxifen treatment, although *Gli3*^∆/∆^ muscles display a slight increase in satellite cell number (Supplementary Fig. 3d, e). This observation led us to hypothesize that *Gli3* deletion in satellite cells could be inducing a break from quiescence. During homeostasis, satellite cells reside in their niche, which maintains their quiescence, but then migrates outside the basal lamina upon activation^2,5^. Analyzing muscle cross-sections post-tamoxifen injection showed that both *Gli3*^*+/+*^ and *Gli3*^∆/∆^ satellite cells are located in their niche, underneath the basal lamina (Supplementary Fig. 3f, g). Together, these results indicate that *Gli3*^∆/∆^ satellite cells are inherently in a quiescent state and suggest that Cre-mediated *Gli3* deletion may favor transient activation, slightly increasing their number over weeks after tamoxifen treatment.

To assess their regenerative potential, *Gli3*^*+/+*^ and *Gli3*^∆/∆^ mice were subjected to a CTX-induced injury in the *tibialis anterior* (TA) muscle (Fig. 3a). At 7 days post-injury (d.p.i.), we counted the number of self-renewing and differentiating cells expressing either PAX7 or MYOGENIN (MYOG), respectively. An increased number of PAX7^+^ SCs was observed in *Gli3*^∆/∆^ mice (Fig. 3b, c), while the number of MYOG^+^ cells is slightly decreased compared to *Gli3*^*+/+*^ mice (Supplementary Fig. 3h, i). The morphology of the nascent myofibers expressing DYSTROPHIN (DYS) is improved in *Gli3*^∆/∆^ mice, where interstitial space is reduced and myofibers are larger, suggesting that the delay in a myogenic commitment does not impact the overall efficiency of regeneration (Fig. 3b and Supplementary Fig. 3h). The number of PAX7^+^ SCs is also increased in *Gli3*^∆/∆^ mice at 21 d.p.i., suggesting enhanced self-renewal and expansion of the satellite cell pool (Fig. 3d, e). Additionally, there is a significant increase in muscle mass mainly due to myofiber hypertrophy (Fig. 3f, g and Supplementary Fig. 3j, k) and increased number of centrally located nuclei (Fig. 3h). This increase in myonuclear accretion suggests that, although there is a delay in terminal differentiation, the initial expansion of the satellite cell pool ultimately leads to a higher number of myogenic progenitors that eventually fuse into nascent and regenerating myofibers. Finally, in situ measurements of muscle force revealed that *Gli3*^∆/∆^ regenerated TA muscles are ~50% stronger than *Gli3*^*+/+*^ muscles (Fig. 3i and Supplementary Fig. 3l), showing that *Gli3* deletion in satellite cells improves muscle regeneration after CTX-induced trauma.

**Fig. 3:**
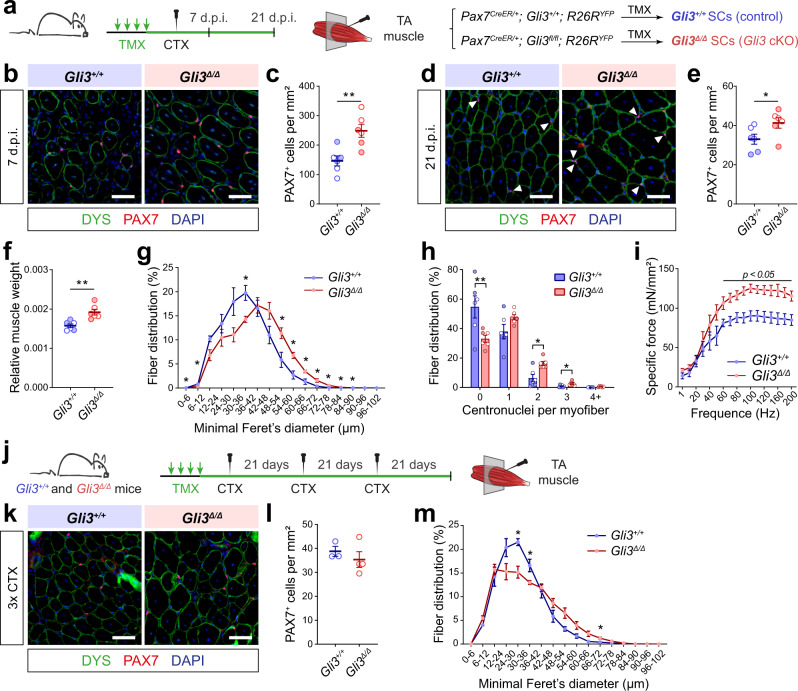
Gli3 deletion in satellite cells enhances muscle regeneration. **a** Experimental design to analyze cardiotoxin (CTX)-induced muscle regeneration of *Gli3*^*+/+*^ and *Gli3*^∆/∆^ mice. **b** Representative images of TA muscle sections at 7 days post-injury (d.p.i.). Satellite cells (SCs) are labeled with PAX7 (red). DYSTROPHIN (DYS, green) delineates regenerating myofibers. **c** Quantification of PAX7^+^ SCs per mm² TA section at 7 d.p.i. **d** Immunostaining of PAX7 (red) and DYSTROPHIN (green) on TA sections at 21 d.p.i. **e** Quantification of PAX7^+^ SCs per mm² TA section at 21 d.p.i. **f** TA muscle weight normalized to total body weight. **g** TA myofiber distribution according to minimal Feret’s diameter. **h** Regenerated TA myofiber distribution according to their number of centrally located nuclei (centronuclei) at 21 d.p.i. **i** Specific force of regenerated TA muscles at 21 d.p.i. **j** Experimental design to analyze regeneration of *Gli3*^*+/+*^ and *Gli3*^∆/∆^ mice following three consecutive CTX-injuries in the TA muscle (3xCTX). **k** Immunostaining of PAX7 (red) and DYSTROPHIN (green) on TA muscle sections following 3xCTX. **l** Quantification of PAX7^+^ SCs per mm² 3xCTX injured TA section. **m** Regenerated TA myofiber distribution according to minimal Feret’s diameter. DAPI stains nuclei (blue). Scale bars, 50 µm. *n* = 6 (three males, empty dots, and three females, colored dots) for panels **c**, **e**, **f**, **g**, **h**, *n* = 5 males for each genotype for panel **i**, *n* = 3 *Gli3*^*+/+*^ males and 4 *Gli3*^∆/∆^ males for panels **l**, **m**. Means ± SEM; Unpaired *t*-test with Welch’s correction for panels **c**, **e**, **f**, **h**, **l**, Multiple unpaired *t*-test for panels **g**, **i**, **m**, *p < 0.05; **p < 0.01.

We finally assessed the long-term regenerative capacity of *Gli3*^∆/∆^ satellite cells by challenging the mice with repetitive muscle injuries (Fig. 3j). Strikingly, *Gli3*^∆/∆^ regenerated muscles are bigger, though some regions exhibit clear histological defects with fibrotic areas and tiny myofibers (Supplementary Fig. 3m). Even after three rounds of injury, *Gli3*^∆/∆^ mice maintain a high number of self-renewing satellite cells (Fig. 3k, l). As observed following a single injury, *Gli3*^∆/∆^ mice exhibit increased muscle weight resulting from both myofiber hyperplasia and hypertrophy (Fig. 3m and Supplementary Fig. 3n–p), and regenerating myofibers contain a higher number of centrally located nuclei (Supplementary Fig. 3q).

Altogether, our data suggest that GLI3 acts at multiple levels regulate satellite cell function, controlling their quiescence, expansion, and regenerative capacity during each regeneration cycle.

### GLI3R has pleiotropic functions in satellite cells

To assess more precisely the role of GLI3 in regulating satellite cell function, single EDL myofibers from *Gli3*^*+/+*^ and *Gli3*^∆/∆^ mice were isolated and analyzed either directly (0 h) or following 24, 48, and 72 h of culture in order to analyze satellite cell activation, proliferation, differentiation, and self-renewal^34^ (Fig. 4a and Supplementary Fig. 4a).

**Fig. 4:**
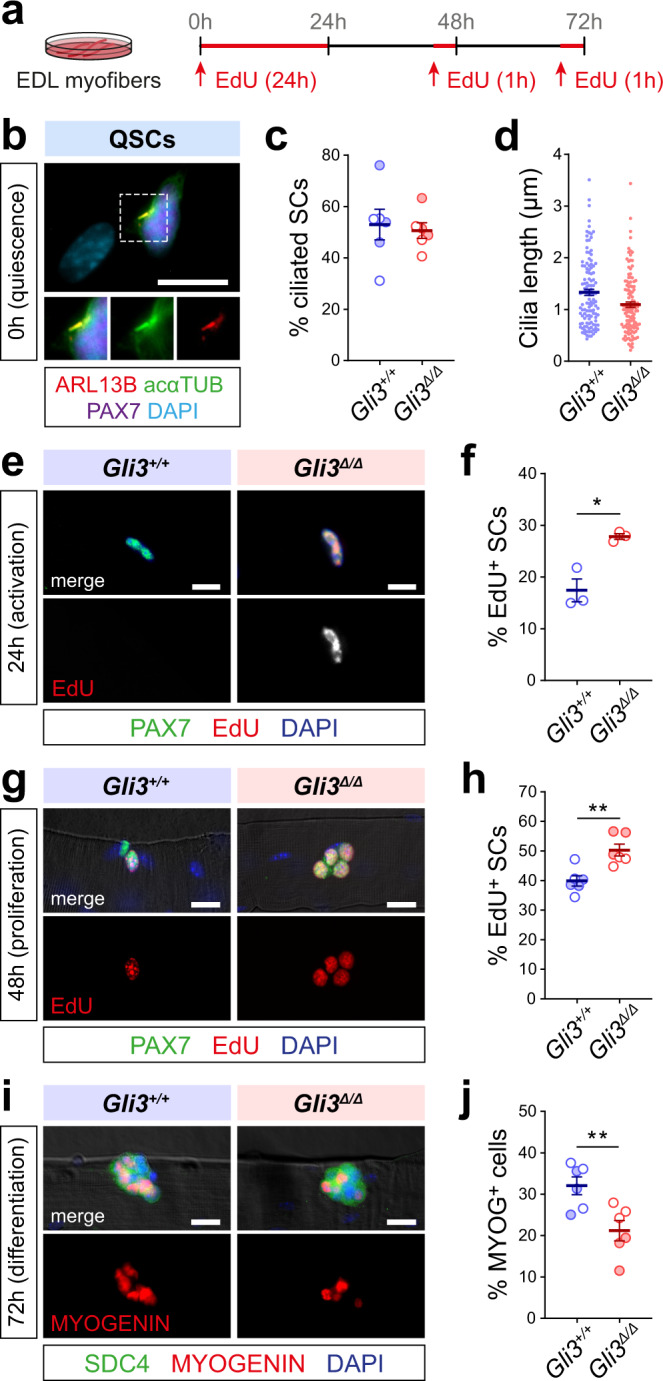
GLI3 regulates multiple aspects of satellite cell function. **a** Experimental design to study satellite cell activation, proliferation, differentiation, and self-renewal on isolated EDL myofibers. **b** Primary cilia are immunostained with ARL13B (red) and acαTUB (green) and satellite cells with PAX7 (purple). **c** Proportions of PAX7^+^ ciliated satellite cells on freshly isolated myofibers from *Gli3*^*+/+*^ and *Gli3*^∆/∆^ mice. **d** Length of primary cilia (ARL13B^+^/acαTUB^+^, >0.5 µm) on quiescent satellite cells from freshly isolated *Gli3*^*+/+*^ and *Gli3*^∆/∆^ myofibers (*n* = 3 *Gli3*^*+/+*^ mice, *n* = 4 *Gli3*^∆/∆^ mice). **e** Representative immunofluorescence of satellite cells (PAX7, green) having incorporated EdU (red) on 24h-cultured myofibers. **f** Proportions of EdU^+^ satellite cells 40 h after isolation from *Gli3*^*+/+*^ and *Gli3*^∆/∆^ mice (*n* = 3 males). **g** Representative immunofluorescence of satellite cells (PAX7, green) having incorporated EdU (red) on 48-h-cultured myofibers after 1 h EdU incubation. **h** Proportion of *Gli3*^*+/+*^ and *Gli3*^∆/∆^ satellite cells having incorporated EdU. **i** Representative immunofluorescence using anti-SYNDECAN-4 (SDC4, green) to label all satellite cells and MYOGENIN (MYOG, red) to mark the differentiated ones. **j** Quantification of the number of MYOG^+^ satellite cells per *Gli3*^*+/+*^ and *Gli3*^∆/∆^ myofiber after 72 h of culture. Nuclei are stained with DAPI (blue). Scale bars, 10 µm. Unless otherwise stated, *n* = 6 (three males, empty dots, and three females, colored dots). Means ± SEM; Unpaired *t*-test with Welch’s correction for panels **f**, **h**, **j**, *p < 0.05; **p < 0.01.

Post-isolation, a comparable proportion of ciliated cells were found on freshly isolated myofibers from *Gli3*^*+/+*^ and *Gli3*^∆/∆^ mice (Fig. 4b, c). Consistent with our in vivo quantification of PAX7^+^ satellite cells in resting muscle (Supplementary Fig. 3d, e), we observed that *Gli3*^∆/∆^ myofibers exhibit a higher number of satellite cells (Supplementary Fig. 4b). Interestingly as well, the primary cilia length of *Gli3*^∆/∆^ satellite cells is shortened (Fig. 4d), suggesting that *Gli3*^∆/∆^ satellite cells may be poised to activate faster. This was confirmed using myofibers cultured with EdU for 24 h, where *Gli3*^∆/∆^ myofibers show a higher proportion of EdU^+^ satellite cells compared to *Gli3*^*+/+*^ (Fig. 4e, f), indicating that *Gli3*^∆/∆^ satellite cells enter the cell cycle faster. At 48 h, following 1h-EdU pulse, *Gli3*^∆/∆^ satellite cells exhibit increased EdU incorporation along with an increase in the number of satellite cells per myofiber (Fig. 4g, h and Supplementary Fig. 4b). Finally, at 72 h, the proportion of MYOG^+^ cells was decreased upon *Gli3* deletion (Fig. 4i, j), consistent with increased self-renewal at the expense of differentiation.

Therefore, these data further support the hypothesis that GLI3 has multiple roles from maintaining satellite cell quiescence to regulating satellite cell fate.

### GLI3R regulates G_Alert_ entry of quiescent satellite cells

To characterize the consequences of *Gli3* deletion, we performed RNA-sequencing on *Gli3*^*+/+*^ and *Gli3*^∆/∆^ QSCs and ASCs and compared their transcriptome (Fig. 5a, b, Supplementary Fig. 5a, and Supplementary Data file 2). 

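The *Gli3*∆/∆ QSC group also had 3 libraries, with 51913963, 65750131 and 50417695 estimated counts; the *Gli3*+/+ totals given above overlap this range, with medians of 51913963 for *Gli3*∆/∆ and 47007056 for *Gli3*+/+. In *Gli3*∆/∆ mice, exon 8 of *Gli3* is removed in satellite cells by a tamoxifen-inducible recombinase. The counts are per gene and do not separate this exon. *Gli3* was counted at 8.77 ± 2.23 CPM in *Gli3*∆/∆ QSCs (SD, n = 3), a log2 fold change of −0.22 (standard error 0.22, adjusted p = 0.916 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the libraries of the genotypes overlapped. The gene's count therefore does not check the genotype of the QSC libraries, which rests on their labels. Genes were called at an adjusted p under 0.05 and a fold change of at least 1.2, the thresholds of the paper, over all 25093 genes.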

Principle component analysis (PCA) of the transcriptional profiles of *Gli3*^*+/+*^ and *Gli3*^∆/∆^ SCs revealed two distinct groups based on the first component axis (PC1), distinguishing the QSCs from the ASCs (Fig. 5b). PCA also revealed a high correlation between *Gli3*^*+/+*^ and *Gli3*^∆/∆^ QSCs, corroborating the idea that the *Gli3*^∆/∆^ SCs are predominantly quiescent. 

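For the correlations given here, CPM were scaled by library totals alone, without TMM. Across the 25093 genes, the Pearson correlation of mean CPM between *Gli3*∆/∆ and *Gli3*+/+ QSCs was 0.9874. Genes are not independent replicates, and no p-value was computed. Single libraries of different genotypes correlated between 0.932 and 0.982, and libraries of the same genotype between 0.928 and 0.982, so on the CPM scale pairs across the genotypes were as close as replicates. On log2(CPM + 1), pairs of the same genotype were closer, at 0.986 to 0.993 with a median of 0.992, than pairs of different genotypes, at 0.983 to 0.99 with a median of 0.987. Without the 20 genes of highest mean CPM, the correlation of the means was 0.9748. A principal component analysis of the 6 QSC libraries on rlog values of the 500 most variable genes placed the genotypes apart on the first component, which held 53.5% of the variance.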

Interestingly, the correlation between the QSC and ASC transcriptional signatures was slightly increased in the *Gli3*^∆/∆^ background (0.67) than the *Gli3*^*+/+*^ (0.66) (Fig. 5b), suggesting that the *Gli3*^∆/∆^ QSCs may actually exhibit some features of satellite cell activation.

**Fig. 5:**
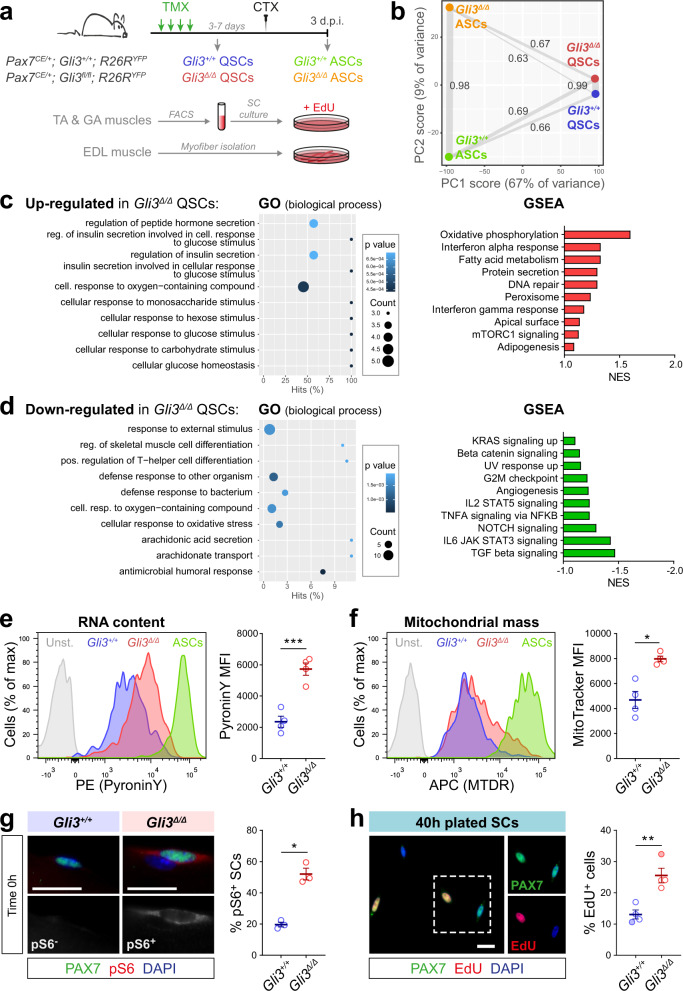
Quiescent satellite cells in *Gli3*^∆/∆^ uninjured muscle are in G_Alert_. **a** Experimental design. QSCs and ASCs from TA and *gastrocnemius* (GA) muscles were analyzed for cell size, RNA content, and mitochondrial mass. FACS-isolated SCs were plated 40 h with EdU to analyze cell cycle entry. Phosphorylation of S6 ribosomal protein was analyzed on freshly isolated EDL myofibers. **b** Principal component analysis of global transcriptomes of *Gli3*^*+/+*^ and *Gli3*^∆/∆^ QSCs and ASCs and Pearson’s values showing a correlation between samples. Each dot represents the mean of three biological samples. **c** Gene ontology (GO) term enrichment and gene set enrichment analysis (GSEA) for the upregulated and **d** downregulated genes in *Gli3*^∆/∆^ compared to *Gli3*^*+/+*^ QSCs. **e** Left, Representative plots of *Gli3*^*+/+*^ and *Gli3*^∆/∆^ QSCs stained for PyroninY (ASCs activated satellite cells, Unst. unstained). Right, Mean fluorescence intensity (MFI) of PyroninY staining (*n* = 4 males). **f** Left, Representative plots of *Gli3*^*+/+*^ and *Gli3*^∆/∆^ QSCs stained for MitoTracker Deep Red (MTDR). Right, MFI of MitoTracker (*n* = 4 males). **g** Left, Immunofluorescence of phospho-S6 (pS6, red) in SCs (PAX7, green) on isolated *Gli3*^*+/+*^ and *Gli3*^∆/∆^ myofibers. Right, Proportion of pS6^+^ SCs (*n* = 3 females). **h** Left, Immunostaining of SCs with PAX7 (green) showing EdU (red) incorporation 40 h post-isolation. Right, Proportion of EdU^+^ SCs (*n* = three males, empty dots, and one female, colored dot). DAPI stains nuclei (blue). Scale bars, 10 µm. Means ± SEM; Unpaired *t*-test with Welch’s correction for panels **e**, **f**, **g**, **h**, *p < 0.05; **p < 0.01; ***p < 0.001.

In silico analysis revealed that *Gli1*, *Ptch1*, and other GLI-target gene expression increases, albeit non-significant, in the absence of GLI3, further suggesting that GLI3 acts mainly as a repressor in QSCs (Supplementary Fig. 5b, c and Supplementary Data file 2). 

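*Gli1* was counted at 65.4 ± 6.61 CPM in *Gli3*∆/∆ QSCs (SD, n = 3 libraries), a log2 fold change of 0.52 over *Gli3*+/+ (standard error 0.13, adjusted p = 0.263 over all genes from edgeR's quasi-likelihood test). Every *Gli3*∆/∆ library lay above every *Gli3*+/+ library. Under DESeq2 in place of edgeR the adjusted p was 0.0339, and *Gli1* was then the 1 gene called of the 32 on the Hedgehog list of Supplementary Fig. 5; its adjusted p ranged from 0.0339 to 0.738 over the alternatives. *Hhip* rose by 0.60 on the log2 scale (standard error 0.18, adjusted p = 0.424 from edgeR). *Ptch1*, at 137 ± 1.29 CPM (SD, n = 3), had a log2 fold change of 0.26 (standard error 0.21, adjusted p = 0.895 from edgeR), within the spread of the *Gli3*+/+ libraries. With edgeR, 0 of the 32 genes were called over all genes, 0 had an adjusted p under 0.05 when adjusted over the list alone, where the lowest was 0.108, and 2 had an unadjusted p under 0.05. The authors' deposited table of QSCs calls 1 of the 32, *Prkar1b*, which was lower; in the counts its log2 fold change was −0.36 (standard error 0.32, adjusted p = 0.906 from edgeR). The mean was higher in *Gli3*∆/∆ QSCs for 19 genes and lower for 12. The groups did not overlap for 5 genes, where chance gives 10% of genes.

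**Figure D1:**
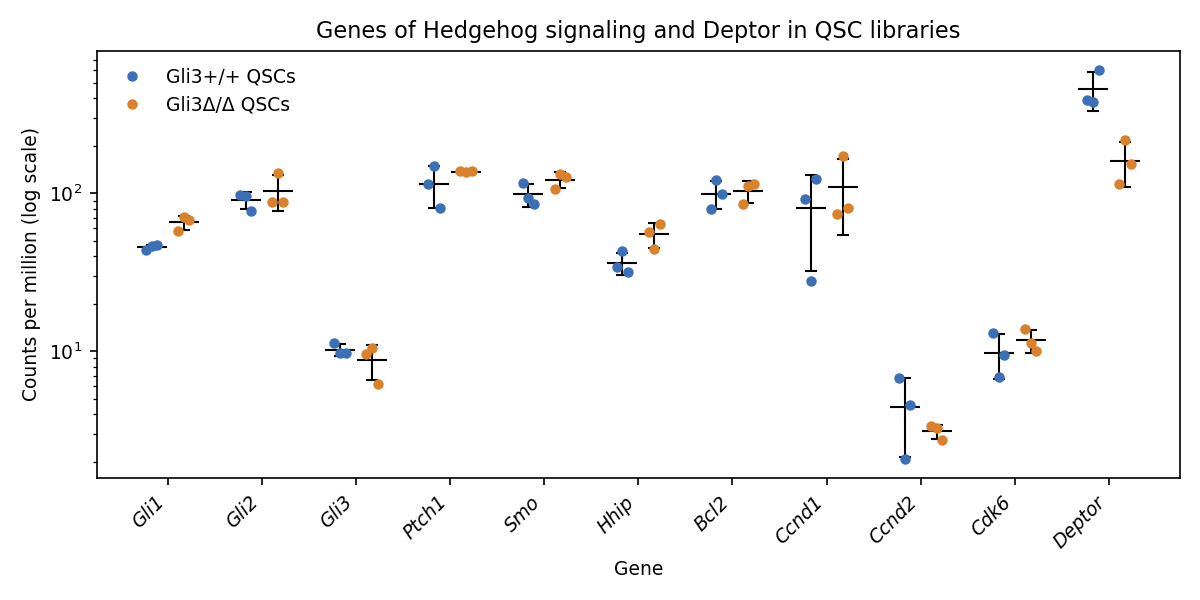
CPM (log axis) of 10 genes of Hedgehog signaling and of *Deptor* in the 3 *Gli3*+/+ and 3 *Gli3*∆/∆ QSC libraries; points are libraries, and bars give the mean and SD. The 3 *Gli3*∆/∆ libraries lie above the 3 *Gli3*+/+ libraries for *Gli1* and *Hhip*, and below them for *Deptor*.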

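Between *Gli3*∆/∆ and *Gli3*+/+ QSCs, 88 genes were called, 47 higher and 41 lower in *Gli3*∆/∆, and 1785 genes had an unadjusted p under 0.05. DESeq2 in place of edgeR moved the count most, to 384 genes, which included all 88. Of the 88, 35 are annotated as pseudogenes (39.8%, against 12.0% of the genes tested), whose reads salmon may share with their parent genes. Their values are therefore uncertain. Among genes with a mean normalized count of at least 100 and no overlap between groups, the largest rises were of *Gm21451*, *Gm16867* and *Rps13-ps1*, and the largest falls of *Gm13303*, *Gm10263* and *Gm10260*, of which 4 are annotated as pseudogenes and *Gm16867* overlaps *Gm21451*. *Rps13-ps1* went from 0.883 ± 0.726 to 159 ± 91.7 CPM and *Gm10260* from 254 ± 94.5 to 0.97 ± 0.51 CPM (SD, n = 3 libraries each). *Gm21451* had no count in the *Gli3*+/+ libraries and *Gm13303* none in the *Gli3*∆/∆ libraries. *Gm21451* lost its call with limma-voom (adjusted p = 0.369) and without *Gli3*+/+ replicate 2 (0.0612), *Gli3*∆/∆ replicate 2 (0.0504) or *Gli3*∆/∆ replicate 3 (0.157, each from edgeR). *Rps13-ps1* lost it with limma-voom (0.0703). The authors' deposited table of QSCs calls *Gm10263* (−7.89) and *Gm10260* (−7.59). It does not call *Gm21451*, *Gm16867*, *Rps13-ps1* or *Gm13303*, whose shrunken log2 fold changes were 0.01 or less in size. *Gm16867* (adjusted p = 0.00218 from DESeq2) and *Rps13-ps1* (0.00525) were under 0.05 there and missed only the minimum fold change. *Gm13303* (0.0502) and *Gm21451* (0.158) were not under 0.05.
Reactome gene sets were used in place of the paper's hallmark sets, which are not used here. Of 23 sets fixed to match the paper's terms, 2 were higher in *Gli3*∆/∆ QSCs by camera (limma), and 0 were lower. They were respiratory electron transport (96 genes, adjusted p = 6.8e-09 from limma's camera) and translation (152 genes, adjusted p = 0.00524 from limma's camera). Neither held under fry, with an adjusted p of 0.331 for respiratory electron transport, or with the correlation between genes estimated from the libraries. fgsea, which does not estimate that correlation, gave an adjusted p of 1.07e-11 for respiratory electron transport and 0.000835 for translation. Respiratory electron transport was past the threshold by camera in each of the 6 fits that left out one library, with an adjusted p from 2.23e-09 to 0.000221 (limma's camera), and on the statistics of the authors' deposited table of QSCs (adjusted p = 4.59e-15 from limma's cameraPR). Translation lost its call by camera without *Gli3*+/+ QSC replicate 1 (adjusted p = 0.206 from limma's camera), without *Gli3*+/+ QSC replicate 2 (0.0931) and without *Gli3*∆/∆ QSC replicate 3 (0.795), and its lowest adjusted p was 8.79e-07, without *Gli3*+/+ QSC replicate 3. On the statistics of the authors' deposited table of QSCs, translation was higher as well (adjusted p = 4.37e-06 from limma's cameraPR). Glucose metabolism (adjusted p = 0.392 from limma's camera) and regulation of insulin secretion (adjusted p = 0.899 from limma's camera) were not past the threshold. Hedgehog signaling, with 69 of 106 genes higher in *Gli3*∆/∆, was not past it by camera (adjusted p = 0.0894 from limma's camera), by fry (0.906) or with the estimated correlation (0.934), but was higher with fgsea (adjusted p = 0.0276). With each library left out in turn, its adjusted p from limma's camera ran from 0.000932, without *Gli3*+/+ QSC replicate 3, to 0.575. On the statistics of the authors' deposited table of QSCs the same set was higher, with an adjusted p of 0.00858 from limma's cameraPR and 0.000312 from fgsea. The set was also higher in *Gli3*+/+ ASCs than in *Gli3*+/+ QSCs (adjusted p = 0.00119 from limma's cameraPR), where *Gli1* and *Hhip* fell. A higher set therefore does not by itself show higher GLI-target genes. In the authors' deposited table of QSCs, cell junction organization was lower (17 of 61 genes higher, adjusted p = 0.00538 from limma's cameraPR and 0.000478 from fgsea). On the counts it was not past the threshold (adjusted p = 0.337 from limma's camera), except without *Gli3*+/+ QSC replicate 2 (0.0316). Interferon gamma signaling was lower with fgsea on the counts (adjusted p = 0.0118) and on that table (0.00216). It was not past the threshold by camera (0.553) or cameraPR (0.0985).

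**Figure D2:**
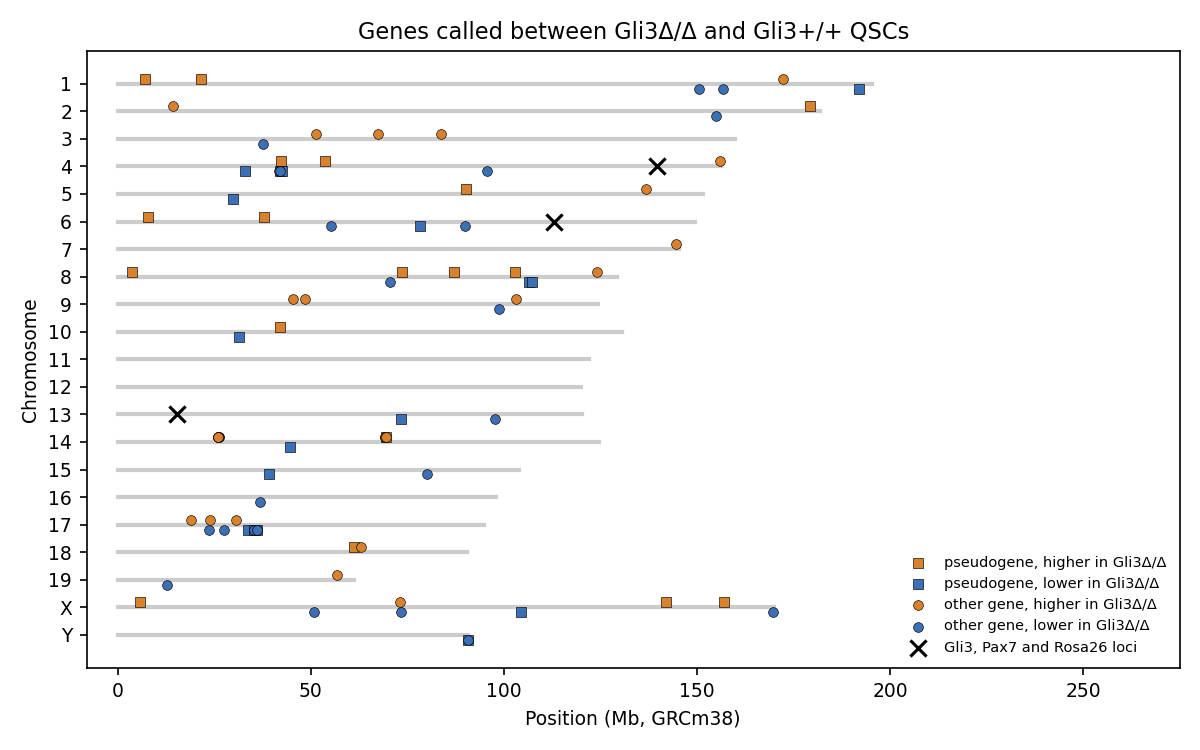
Positions in Mb on GRCm38 of the genes called between *Gli3*∆/∆ and *Gli3*+/+ QSCs; squares are pseudogenes, circles other genes, orange marks are higher and blue marks lower in *Gli3*∆/∆, and crosses mark the *Gli3*, *Pax7* and Rosa26 loci. Called genes sit together on chromosomes 4, 14 and 17.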

While no specific enrichment for canonical Hedgehog signaling was found (Fig. 5c, d), Gene Ontology (GO) and gene set enrichment analysis (GSEA) of the 41 significantly upregulated transcripts in *Gli3*^∆/∆^ QSCs revealed enrichment for biological process terms related to glucose, insulin signaling and oxidative phosphorylation, all intersecting with mTORC1 signaling activity (Fig. 5c and Supplementary Data file 2). mTORC1 signaling activity drives the G_0_-to-G_Alert_ transition in quiescence^6^. Moreover, since we observed that *Gli3*^∆/∆^ mice have an increased number of satellite cells (Supplementary Figs. 3d, e, 4b) and their QSCs display shortened cilia and enter the cell cycle faster (Fig. 4b–f), we hypothesized that *Gli3*^∆/∆^ SCs have transitioned into G_Alert_.

In contrast to quiescent G_0_ satellite cells, G_Alert_ satellite cells display an increase in cell size, transcriptional activity and mitochondrial metabolism, and are poised to activate faster in response to injury^6^. Imaging flow cytometry revealed that *Gli3*^∆/∆^ QSCs display an increase in size compared to *Gli3*^*+/+*^ QSCs (Supplementary Fig. 5d–f). *Gli3*^∆/∆^ QSCs have increased PyroninY staining, consistent with increased transcriptional activity, and higher mitochondrial mass, in line with our RNA-sequencing data showing enrichment in genes related to oxidative phosphorylation (Fig. 5e, f and Supplementary Fig. 5g). None of these features, however, overlaps with the profiles observed in ASCs, confirming that the *Gli3*^∆/∆^ QSCs are not fully activated.

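Of the 96 genes of the respiratory electron transport set, 86 had a higher mean in *Gli3*∆/∆ QSCs, with a median log2 fold change of 0.15, and 0 were called singly. Transcripts encoded by the mitochondrial genome took 4.30 ± 0.02% of the counts in *Gli3*∆/∆ QSCs and 3.78 ± 0.27% in *Gli3*+/+ QSCs (SD, n = 3 libraries each; exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The paper sets the enrichment of oxidative phosphorylation genes beside the higher mitochondrial mass it measured by staining.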

In addition, we analyzed the phosphorylation of the ribosomal protein S6 as a marker for mTORC1 activation in freshly isolated myofibers from *Gli3*^*+/+*^ and *Gli3*^∆/∆^ mice (Fig. 5g). Remarkably, we observed that more than 50% of the *Gli3*^∆/∆^ SCs display staining for phospho-S6, while only 20% of *Gli3*^*+/+*^ SCs are phospho-S6^+^. Finally, culturing *Gli3*^*+/+*^ and *Gli3*^∆/∆^ QSCs immediately after FACS-isolation in the presence of EdU for 40 h confirmed that *Gli3*^∆/∆^ QSCs enter the cell cycle faster (Fig. 5h). Hence, these findings demonstrate that *Gli3*^∆/∆^ QSCs have transitioned into G_Alert_.

### GLI3R controls satellite cell proliferation and fate choice

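The ASC comparison covers 3 libraries per genotype, each from 1 mouse. For 2 of these samples the title names one genotype and the other labels name the other. Gene counts of the ASC libraries were not used, so no value per library is given. In the authors' deposited table of *Gli3*∆/∆ against *Gli3*+/+ ASCs, *Gli3* had a log2 fold change of −0.94 (adjusted p = 0.016 from DESeq2). The table's p-values were turned into signed normal scores for this work, and the 23 Reactome sets were tested on them with limma's cameraPR. That test presets the correlation between genes, and neither fry nor an estimated correlation could be run without the counts. By this test 10 sets were higher and 7 lower in *Gli3*∆/∆ ASCs, and fgsea on the same scores gave 11 and 8.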

Similar in silico analysis was performed on ASCs to determine the molecular consequences of loss of GLI3 (Fig. 6a, b and Supplementary Data file 2). Interestingly, GSEA revealed that *Gli3*^∆/∆^ SCs display inhibition of the JAK/STAT signaling (Fig. 6b), which knockdown or pharmacological inhibition was shown to favor satellite cell expansion, homing and regenerative capacity, overall improving skeletal muscle repair^35,36^. Thus, the decreased activity of JAK/STAT signaling in *Gli3*^∆/∆^ satellite cells is consistent with their enhanced ability to self-renew and regenerate. 

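With cameraPR (limma) on the authors' deposited statistics, interleukin signaling was lower in *Gli3*∆/∆ ASCs (101 genes, 5 of them called lower by the authors; adjusted p = 0.00917 from limma's cameraPR), as was the interleukin-6 set (10 genes, of which 2 had a higher value; adjusted p = 0.00265 from limma's cameraPR). Interferon gamma signaling was lower too, with 12 of 83 genes higher (adjusted p = 1.42e-14 from limma's cameraPR). In the same comparison the macrophage markers were lower (adjusted p = 2.11e-07 from limma's cameraPR), as were fibro-adipogenic (7.3e-09) and endothelial (8.33e-07) markers. The mural, erythroid, platelet, lymphocyte and neutrophil lists were not past the threshold. These set tests do not separate a change within satellite cells from less RNA of other cell types.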

As well, GO analysis and GSEA on the 629 downregulated genes highlighted biological process terms mainly related to cell adhesion, apical junction/surface, and epithelial-mesenchymal transition (Fig. 6b), supporting the idea that *Gli3*^∆/∆^ ASCs are less adhesive to their environment during regeneration, allowing more efficient migration and muscle tissue repair^2,37^.

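Among the sets tested on the authors' deposited statistics, integrin cell surface interactions were lower in *Gli3*∆/∆ ASCs, with 10 of 67 genes higher (adjusted p = 3.31e-11 from limma's cameraPR). Extracellular matrix organization was lower, with 53 of 218 genes higher (adjusted p = 1.87e-09 from limma's cameraPR). Cell junction organization was near the threshold (61 genes, adjusted p = 0.0344 from limma's cameraPR). Of 65 marker genes of other cell types with an adjusted p in the authors' deposited table, 11 were called lower and 0 higher; all 4 Schwann cell markers with a p were among the 11.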

**Fig. 6:**
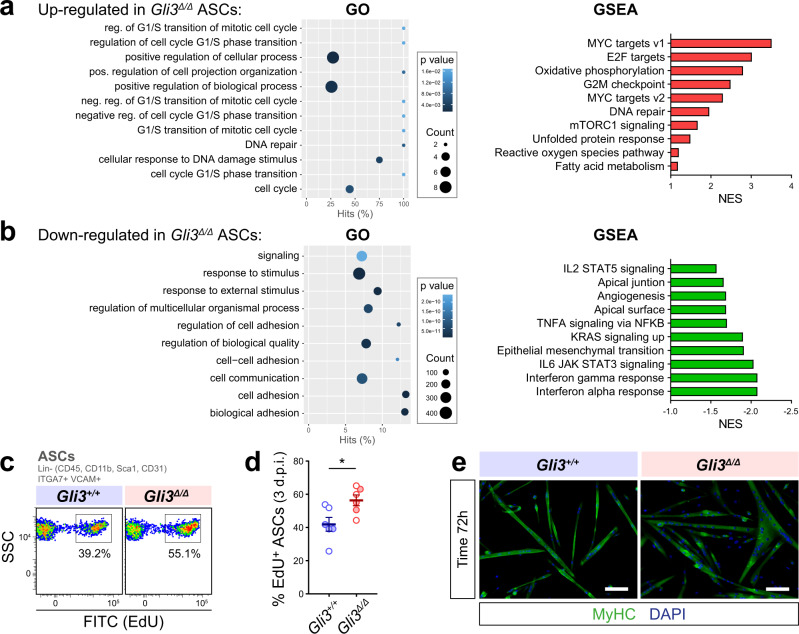
*Gli3* deletion allows for the expansion of the satellite cell pool. **a** Gene Ontology (GO) term enrichment (Biological process) and gene set enrichment analysis (GSEA) for the upregulated and **b** downregulated genes in *Gli3*^∆/∆^ ASCs compared to *Gli3*^*+/+*^ ASCs. **c** Representative flow cytometry plot of *Gli3*^*+/+*^ and *Gli3*^∆/∆^ ASCs that have incorporated EdU. **d** Proportion of EdU^+^ *Gli3*^*+/+*^ and *Gli3*^∆/∆^ ASCs isolated from injured muscles at 3 days post-injury (d.p.i.) (*n* = 3 males, empty dots, and three females, colored dots). Means ± SEM; Unpaired *t*-test with Welch’s correction, *p < 0.05. **e** Representative immunostaining of myosin heavy chains (MyHC, green) of 72-h-differentiated *Gli3*^∆/∆^ and *Gli3*^*+/+*^ myoblasts. DAPI (blue) stains nuclei. Scale bar, 100 µm.

In addition, 144 transcripts are significantly upregulated in *Gli3*^∆/∆^ ASCs and correlate with GO terms associated with the regulation of G1/S phase transition and cell cycle (Fig. 6a). 

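The G1/S transition set was higher in *Gli3*∆/∆ ASCs by the test on the authors' deposited statistics (98 genes, of which 89 had a higher value and 4 were called higher by the authors; adjusted p = 4.35e-12 from limma's cameraPR). The median shrunken log2 fold change of its genes in the authors' deposited table was 0.165.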

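In the same test on the authors' deposited statistics for ASCs, the sets of DNA replication (90 of 99 genes higher, adjusted p = 1.68e-11 from limma's cameraPR), G2/M checkpoints (44 of 50 genes higher, adjusted p = 1.16e-07) and DNA repair (109 of 135 genes higher, adjusted p = 3.13e-07) were higher in *Gli3*∆/∆ cells. The set for E2F-mediated regulation of DNA replication was higher as well, with 25 of 26 genes higher (adjusted p = 1.12e-05 from limma's cameraPR).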

GSEA further confirmed the activation of cell cycle-related pathways (MYC/E2F targets, G2M checkpoint, DNA repair). Similar to the QSCs, expression of the canonical Hedgehog downstream target genes is not significantly increased in *Gli3*^∆/∆^ ASCs (Supplementary Fig. 6b). However, GSEA revealed mTORC1 signaling among the activated pathways in *Gli3*^∆/∆^ ASCs (Fig. 6a), which promotes satellite cell proliferation, differentiation, and fusion upon activation^38–40^.

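The Reactome set of Hedgehog signaling was higher in *Gli3*∆/∆ ASCs by cameraPR on the authors' deposited statistics (70 of 106 genes higher, adjusted p = 0.00233 from limma's cameraPR). In the authors' deposited table, *Gli1* and *Ptch1* had log2 fold changes of −0.03 (adjusted p = 0.94 from DESeq2) and −0.02 (adjusted p = 0.923 from DESeq2). *Hhip* was called higher in the authors' deposited table, by 1.34 (adjusted p = 0.0136 from DESeq2), and *Prkar1b* lower, by −1.86 (adjusted p = 0.00147 from DESeq2). The same Reactome set was also higher in *Gli3*+/+ ASCs than in *Gli3*+/+ QSCs (73 of 106 genes higher, adjusted p = 0.00119 from limma's cameraPR). In that comparison *Gli1* (−2.96) and *Hhip* (−3.80) fell, so a higher set does not by itself show higher GLI-target genes.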

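Reactome holds a pair of sets for this pathway. By cameraPR on the authors' deposited statistics, mTORC1-mediated signaling was higher in *Gli3*∆/∆ ASCs (9 of 11 genes higher, adjusted p = 0.035 from limma's cameraPR), and mTOR signaling, the larger set, was not past the threshold (17 of 27 genes higher, adjusted p = 0.127 from limma's cameraPR). In QSCs neither set was past the threshold by camera on the counts (adjusted p = 0.899 and 0.999 from limma's camera).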

We previously showed that *Gli3*^∆/∆^ satellite cells proliferate faster than *Gli3*^*+/+*^ on cultured myofibers (Fig. 4g, h). To analyze satellite cell proliferation in vivo, *Gli3*^*+/+*^ and *Gli3*^∆/∆^ mice were subjected to a CTX-induced injury in the TA and gastrocnemius muscle and sacrificed 3 days post-injury following a 3h-EdU pulse. Analyzing in vivo EdU incorporation confirmed the enhanced ability of *Gli3*^Δ/Δ^ ASCs to proliferate (Fig. 6c, d). Nevertheless, sustained cell proliferation can compromise myogenic differentiation and impair muscle regeneration^36^. To determine whether *Gli3* deletion permanently impairs or transiently delays myogenic differentiation, we derived primary myoblasts from *Gli3*^*+/+*^ and *Gli3*^∆/∆^ satellite cells in vitro. *Gli3*^∆/∆^ myoblasts exhibit decreased expression of the myogenic regulatory factors, MYOD1, MYOGENIN, and the Myosin Heavy Chain (MyHC), at the early steps of differentiation (0-24 h), yet they express similar levels of MyHC at the later steps (48–72 h) (Supplementary Fig. 6c, d) and even form bigger myotubes than controls (Fig. 6e). This is consistent with the hypertrophy and increased myonuclear accretion we observed in *Gli3*^∆/∆^ regenerated muscles (Fig. 3) and suggests that *Gli3*^∆/∆^ myoblast differentiation is delayed rather than impaired. Of note, we observed that *Gli3*^∆/∆^ myoblasts display increased expression of *Gli1* and *Ptch1* (Supplementary Fig. 6c). This is consistent with our results on wild-type myoblasts where the modulation of GLI3R level directly affects *Gli1* and *Ptch1* expression (Supplementary Fig. 2). However, in *Gli3*^∆/∆^ myoblasts, SAG and FSK treatments failed to change the two GLI-target gene expressions (Supplementary Fig. 6d–f), indicating that GLI1 and GLI2 do not compensate for the absence of GLI3.

Together, these results show that *Gli3* deletion increases satellite cell proliferation at the expense of early differentiation and delays, but does not prevent, terminal differentiation and fusion of myogenic progenitors.

### GLI3R regulates mTORC1 signaling in muscle cells

Overall, our data indicate that loss of GLI3 induces G_0_ QSC transition to G_Alert_ and promotes ASC proliferation, which can all relate to mTORC1 signaling activation. To determine whether GLI3 controls G_0_ quiescence through a mTORC1-dependent mechanism, we first treated *Gli3*^*+/+*^ and *Gli3*^∆/∆^ mice with rapamycin (RAPA), a potent inhibitor of mTORC1 signaling (Fig. 7a). RAPA treatment significantly restores *Gli3*^∆/∆^ QSC transcriptional activity (PyroninY) and mitochondrial mass (MTDR) to the levels observed in *Gli3*^*+/+*^ mice (Fig. 7b, c). This suggests that inhibiting mTORC1 signaling in GLI3-depleted satellite cells blocks satellite cell entry into G_Alert_. Additionally, plating RAPA-treated *Gli3*^*+/+*^ and *Gli3*^∆/∆^ satellite cells immediately after FACS-isolation in the presence of EdU showed that RAPA-treated *Gli3*^∆/∆^ cells lose their ability to enter the cell cycle faster (Fig. 7d). While the proportion of phospho-S6^+^ is increased in *Gli3*^∆/∆^ plated cells compared to *Gli3*^*+/+*^ cells, RAPA treatment lowers significantly this proportion in both *Gli3*^*+/+*^ and *Gli3*^∆/∆^ satellite cells (Supplementary Fig. 7a).

**Fig. 7:**
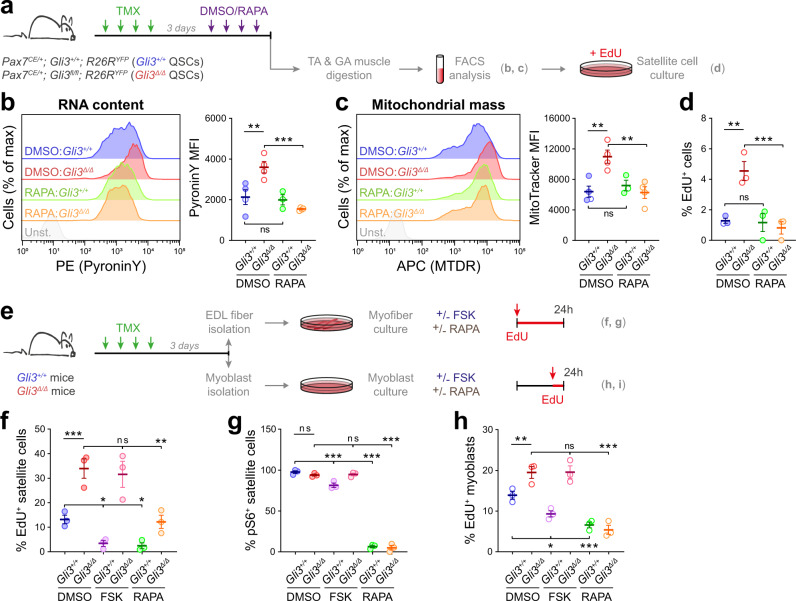
GLI3R cooperates with mTORC1 signaling to regulate satellite cell function. **a** Experimental design. *Gli3*^*+/+*^ and *Gli3*^∆/∆^ mice were treated with Rapamycin (RAPA) and QSCs were analyzed for RNA content and mitochondrial mass by FACS and plated 40 h with EdU to analyze cell cycle entry. **b** Left, Representative plots of *Gli3*^*+/+*^ and *Gli3*^*Δ/Δ*^ QSCs isolated from DMSO- or RAPA-treated mice and stained for PyroninY (Unst. unstained); Right, MFI of PyroninY staining. **c** Left, Representative plots of *Gli3*^*+/+*^ and *Gli3*^*Δ/Δ*^ satellite cells isolated from DMSO- or RAPA-treated mice and stained for MitoTracker Deep Red (MTDR). Right, MFI of MTDR staining (**b**, **c**, *n* = 4 mice for DMSO-*Gli3*^*+/+*^, DMSO- *Gli3*^∆/∆^, RAPA- *Gli3*^∆/∆^ and *n* = 3 mice for RAPA-*Gli3*^*+/+*^). **d** Proportion of EdU^+^ satellite cells 40 h post-isolation (*n* = 3 mice). **e** Experimental design. EDL myofibers and myoblasts were isolated from *Gli3*^*+/+*^ and *Gli3*^∆/∆^ mice and cultured in presence of forskolin (FSK) or RAPA for 24 h. Myofibers were treated with EdU for 24 h post-isolation. Myoblasts received 1h-EdU pulse post-treatment. **f** Proportion of EdU^+^ satellite cells (*n* = 3 mice). **g** Proportion of pS6^+^ satellite cells (*n* = 3 mice). **h** Proportions of EdU^+^ myoblasts in *Gli3*^*+/+*^ and *Gli3*^∆/∆^ cultures upon FSK and RAPA treatments (*n* = 3 biologically independent samples). Empty dots are males and colored dots are females. Means ± SEM; One-way ANOVA test with Fisher’s LSD for multiple comparisons for panels **b**, **c**, **d**, **f**, **g**, **h**, *p < 0.05; **p < 0.01; ***p < 0.001.

To further assess whether GLI3R mediates mTORC1 signaling in our model, *Gli3*^*+/+*^ and *Gli3*^∆/∆^ myofibers were treated for 24 h upon isolation with either FSK, as a means to increase GLI3 processing and GLI3R activity, or rapamycin (RAPA) to inhibit mTORC1 signaling (Fig. 7e). While FSK treatment has no effect on *Gli3*^∆/∆^ SCs, it decreases the proportion of EdU^+^ cells in *Gli3*^*+/+*^ myofibers (Fig. 7f). As well, FSK diminishes the proportion of pS6^+^ SCs in *Gli3*^*+/+*^ conditions (Fig. 7g). Together, these results suggest that maintaining GLI3 in a repressive state delays satellite cell activation, in part through mTORC1 signaling inhibition. To confirm that GLI3R cooperates with mTORC1 signaling to regulate cell proliferation, FSK and RAPA treatments were also applied on *Gli3*^*+/+*^ and *Gli3*^∆/∆^ satellite cell-derived myoblasts for 24 h (Fig. 7e). As expected, FSK increases GLI3R levels and inhibits Hedgehog signaling, whereas RAPA inhibits mTORC1 signaling and S6 phosphorylation (Supplementary Fig. 7b–e). Analyzing EdU incorporation revealed that RAPA-mediated inhibition of mTORC1 blocks the proliferation of both *Gli3*^*+/+*^ and *Gli3*^∆/∆^ myoblasts, while FSK treatment only affects *Gli3*^*+/+*^ cell proliferation (Fig. 7h). These findings further implicate GLI3R as acting upstream of mTORC1 signaling to control satellite cell function.

In these experiments, FSK treatment promotes GLI3R activity, consequently inhibiting Hedgehog signaling, diminishing mTORC1 activity, and decreasing the capacity of *Gli3*^*+/+*^ cells to activate and proliferate. Accordingly, FSK does not affect *Gli3*^∆/∆^ cells. RAPA treatment blocks satellite cell activation and proliferation in all tested conditions. Therefore, our results demonstrate that the Hedgehog mediator GLI3R acts upstream of mTORC1 signaling to control satellite cell quiescence and proliferation.

## Discussion

Quiescent satellite cells lying in a non-cycling, dormant state have a primary cilium. Our study, as well as others^10,41,42^, demonstrates that muscle cells are dynamically ciliated as they progress through the myogenic lineage and that the primary cilium reassembles in self-renewing stem cells. Here, we specifically identify the primary cilia-mediated processing of GLI3 as a downstream effector of muscle stem cell regulation. Indeed, satellite cell-specific depletion of GLI3 induces G_Alert_ in QSCs. Moreover, we show that *Gli3* deletion promotes stem cell expansion and enhances regenerative potential, providing proof of principle for prospective therapeutic applications of our findings.

Our results show that GLI3R colocalizes with PKA at the basal bodies of QSCs. Many studies have delineated the signaling networks that maintain satellite cell quiescence^2,4,5,43–45^. One such pathway, the NOTCH-COLV-Calcitonin receptor (CALCR) cascade, acts through the PKA pathway, which also promotes GLI3 phosphorylation and processing into the repressor form^4,44,45^. Therefore, CALCR-dependent maintenance of G_0_ in QSCs could be mediated through GLI3 phosphorylation. Upon muscle damage, disruption of the stem cell niche downregulates NOTCH signaling and cAMP-PKA activity^4,44^, potentially abrogating GLI3 phosphorylation and processing, which could then promote satellite cell activation independent of Hedgehog ligand-receptor binding. It is highly likely that interaction between signaling networks, such as this, underlies the fine-tuned control of satellite cell activation during regeneration, and further investigations into such interplay will be essential for the development of our understanding of satellite cell biology.

While our study shows that GLI3 is required to maintain a dormant quiescent state, *Gli3* deletion does not lead to autonomous activation in satellite cells but instead induces an “alert” quiescence. The G_Alert_ state was first described in quiescent stem cells subjected to systemic exposure to HGFA released from a distant muscle injury^6,7^. Interestingly, fully reduced HMGB1 released from a bone injury induces G_Alert_ in SCs through CXCR4 signaling^8^, suggesting that several signaling pathways can induce this state in stem cells. In addition, a subpopulation of satellite cells is protected from dioxin through a cell-intrinsic, mTORC1-dependent G_Alert_ response^9^, demonstrating that factors released upon injury are not mandatory to induce G_Alert_. Here, we find that the intrinsic loss of GLI3R is sufficient to induce G_Alert_ in satellite cells in the absence of any systemic or extrinsic cues. Processing of GLI3 is likely to be responsive to both extrinsic and intrinsic cues, such as the CALCR discussed above. Hence, we propose that cilia-mediated GLI3 processing controls muscle stem cell quiescence and regulates the first step of entering G_Alert_ in a physiological context.

Intriguingly, our RNA-sequencing data indicates that deleting *Gli3* from the QSCs and ASCs does not markedly impact the expression of the putative GLI-target genes of the canonical Hedgehog pathway, notably *Gli1* or *Ptch1*. This is likely due to the heterogeneity of our FACS-sorted cell populations, which could undermine potential variations in the expression of GLI-target genes^30^, as QSCs are partially activated^26–28^ and ASCs contain both proliferating SCs and myogenic progenitors^29^. Indeed, *Gli1* and *Ptch1* are upregulated in the homogeneous population of *Gli3*^∆/∆^ myoblasts. However, canonical Hedgehog signaling cannot be solely responsible for the *Gli3*^∆/∆^ phenotype, since the expression of its canonical downstream target genes is mainly turned off when QSCs activate. Instead, mTORC1 activation upon GLI3R depletion is probably responsible for enhanced muscle regeneration^6,38–40^.

The upregulation of the GLI transcription factors in ischemia/reperfusion injury protects muscle tissue through activation of AKT/mTOR/p70S6K signaling^46^. Several studies have highlighted the existence of a GLI-mediated mTORC1 activation, where GLI transcription factors regulate positively mTORC1 signaling by downregulation of negative or upregulation of positive mTORC1 mediators^47^. Both *Gli3*^*+/+*^ and *Gli3*^*Δ/Δ*^ QSCs and ASCs display decreased expression of *Deptor*, a negative regulator of mTORC1. 

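*Deptor* (ENSMUSG00000022419.16, chromosome 15 of GRCm38, 55112317 to 55259271) was counted at 458 ± 125 CPM in *Gli3*+/+ QSCs (SD, n = 3 libraries) and at 114, 216 and 153 CPM in the 3 *Gli3*∆/∆ QSC libraries. Its log2 fold change was −1.51 (standard error 0.27, adjusted p = 0.0744 from edgeR's quasi-likelihood test), above the threshold, although the groups did not overlap. DESeq2 in place of edgeR gave an adjusted p of 9.69e-06, and leaving out *Gli3*∆/∆ QSC replicate 2 gave 0.0443; over all alternatives it ranged from 9.69e-06 to 0.36. *Deptor* was called lower in *Gli3*∆/∆ QSCs in the authors' deposited table, at −1.34 (standard error 0.3, adjusted p = 0.000111 from DESeq2). The authors' deposited table gives −0.74 for *Gli3*∆/∆ against *Gli3*+/+ ASCs (adjusted p = 0.0334 from DESeq2). For ASCs against QSCs, the authors' deposited tables give −2.69 in *Gli3*+/+ cells (adjusted p = 1.15e-20 from DESeq2) and −2.16 in *Gli3*∆/∆ cells (adjusted p = 7.44e-14 from DESeq2).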

Although *Deptor* is not a direct target of GLI3, downregulation of *Deptor* in *Gli3*^*Δ/Δ*^ SCs is consistent with increased mTORC1 activity and S6 phosphorylation, consequently leading to G_Alert_ transition and enhanced proliferation in *Gli3*^*Δ/Δ*^ satellite cells^6,38,40^. Thus, we propose the existence of a crosstalk between GLI3-mediated Hedgehog and mTORC1 signaling that controls satellite cell function.

As previously shown^48^, the absence of GLI3 in myogenic progenitors increases their proliferation at the expense of early differentiation. However, while *Gli3* deletion in differentiated muscle cells delays the overall muscle regeneration^48^, *Gli3* deletion in satellite cells leads to the opposite. *Gli3*^*Δ/Δ*^ satellite cells form larger myotubes upon differentiation in vitro and promote myofiber hypertrophy in vivo. Likely, this discrepancy is the result of the expansion of satellite cells at the early stages of regeneration/myogenesis, providing a larger pool of progenitor myoblasts that eventually, after a delay, fuse into myofibers or myotubes. The expansion is mediated both by the G_Alert_ state, conferring accelerated proliferative properties to satellite cells, and the increased propensity for self-renewal divisions. Ultimately, the initial expansion compensates for the delay in myogenic commitment, leading to better repair in *Gli3*^*Δ/Δ*^ mice.

Different studies have explored the beneficial effects of activating canonical Hedgehog signaling to induce myogenic progenitor proliferation and differentiation during muscle repair^46,49–53^. Increased expression of *Gli1* and *Ptch1* was observed in *Gli3*^*Δ/Δ*^ myoblasts (or myogenic progenitors), consistent with the relief of GLI3R-induced Hedgehog inhibition. On day 5 following CTX-induced acute injury, when the population of myogenic progenitors is predominant, DHH is robustly expressed by the Schwann cells^25^. Thus, the induction of DHH might contribute to the proliferation boost of myogenic progenitors at this stage, by inhibiting GLI3 processing. Our results imply that GLI3R has pleiotropic roles during muscle stem cell progression through the myogenic lineage: controlling satellite cell quiescence and activation independently of Hedgehog ligand-receptor binding, while repressing Hedgehog signaling target genes in myogenic progenitors to regulate their proliferation and differentiation.

Our findings suggest that the primary cilium-mediated control of GLI3 processing regulates muscle stem cell function. However, studies regarding the ablation of primary cilia from muscle cells have led to different and somewhat conflicting results^10,41^. In the C2C12 myogenic cell line, *Ift88* knockdown results in increased proliferation at the expense of differentiation^41^. Conversely, drug-mediated cilia disassembly does not affect satellite cell proliferation and differentiation but impairs self-renewal on cultured myofibers^10^. This discrepancy is likely related to the experimental settings and cell types. However, these data suggest that the primary cilium has a broader signaling function in muscle cells than the only regulation of GLI3 proteolytic processing.

Although we largely observed beneficial effects of GLI3 depletion, we cannot exclude that long-term loss of GLI3R function and mTORC1-related activation can have negative consequences, as observed in other knockout models^54–56^. *Gli3*^∆/∆^ regenerated muscles following triple injury exhibit signs of histological defects, suggesting that permanent GLI3R depletion may eventually lead to regenerative deficits over time. Along these lines, given the importance of quiescence regulation in preventing precocious activation and maintaining the satellite cell pool over an organism’s lifetime, one could speculate that the negative consequences of *Gli3*^*Δ/Δ*^ would not be observed until much later ages. As well, the persistence of a G_Alert_ state in uninjured homeostasis represents an inefficient use of energetic and substrate resources within the muscle, which could be detrimental in contexts of metabolic scarcity^56^. Therefore, translational studies should aim to determine the benefits of transient GLI3 depletion or the pharmacological inhibition of its proteolytic cleavage for the development of stem cell-based therapeutic strategies in regenerative medicine^43,54,57,58^.

Our findings represent a seminal advancement in our understanding of the molecular regulation of adult muscle stem cell function. This study establishes that GLI3R controls the transition from G_0_-to-G_Alert_, as well as the self-renewal division that follows satellite cell activation. As a result, primary cilia-mediated GLI3 processing into a repressor directly impacts the regenerative capacity of stem cells. Further studies are needed to understand how endogenous signaling events or mechanosensing by the primary cilia can control GLI3 processing in response to injury. Finally, pharmacological methods of manipulating GLI3 processing warrant investigation for their potential use in muscle stem cell-based therapies.

## Methods

### Mouse strains and animal care

Housing, husbandry, and all experimental protocols for mice used in this study were performed in accordance with the guidelines established by the University of Ottawa Animal Care Committee, which is based on the guidelines of the Canadian Council on Animal Care (CCAC). Protocols were approved by Animal Research Ethics Board (AREB) at the University of Ottawa. The following mouse lines were used in this study: *Gli3*^*fl/fl*^ mice^59^, *Pax7*^*CreERT2/+*^ mice^60^ referred to as *Pax7*^*CE/+*^ in the text, *R26R*^*EYFP*^ mice^61^ referred to as *R26R*^*YFP*^, and *Pax7nGFP* mice^62^. All the mice used in this study were males and females, from 2 to 10 month-old, with mixed genetic backgrounds (129SV and C57BL/6). Mice were sex and age-matched in all experiments. Animals were group-housed on a 12-h:12-h light:dark cycle and regulated temperature (68–79 °F) and humidity levels (30–70%) and fed ad libitum.

### Tamoxifen injections, Rapamycin treatment, and muscle injury

Both *Pax7*^*CE/+*^;*Gli3*^*+/+*^*;R26R*^*YFP*^ and *Pax7*^*CE/+*^*;Gli3*^*fl/fl*^*;R26R*^*YFP*^ mice were injected intraperitoneally with 100 µL of a 20 mg mL^−1^ tamoxifen solution (TMX, Sigma T5648) dissolved in corn oil for 4 consecutive days, and then they were maintained on a diet containing tamoxifen (500 mg TMX per kg diet, Teklad, Envigo). Muscle injury was induced by intramuscular injections of cardiotoxin (CTX; 10 µM; Latoxan). Mice were administered buprenorphine and then, anesthetized by isofluorane inhalation. For histological analysis, 50 µL of was injected into the tibialis anterior (TA) muscle. For flow cytometry and FACS analysis, both TA and *gastrocnemius* muscles were injected with 40 and 80 µL of CTX, respectively. For the Rapamycin treatment, TMX-treated mice were injected intraperitoneally for 4 consecutive days with 100 µL per kg of body weight of either a 20 mM Rapamycin (Tocris) solution or vehicle (10% DMSO diluted in 0.9%NaCl).

### Muscle fixation and histological analysis

Mice were euthanized and TA muscles were harvested, weighed, and embedded in OCT, and frozen in liquid nitrogen-cooled isopentane. Embedded muscles were transversely sectioned at 10 µm thickness. Sections were post-fixed in 4% PFA/PBS 10 min at room temperature, permeabilized in 0.1 M glycine, 0.1% Triton X-100 in PBS, and blocked in 5% goat serum, 2% BSA in PBS supplemented with M.O.M. Blocking reagent (Vector Laboratories). Then, sections were incubated with primary antibodies as described in “Immunostaining on cells, myofibers, and sections”. Muscle cross-sections stained with anti-Laminin and anti-Dystrophin and counterstained with DAPI were analyzed for fiber counting and minimum Feret’s diameter using SMASH^63^, and centronuclei per myofiber were quantified using MuscleJ^64^.

### Flow cytometry and fluorescence-activated cell sorting (FACS)

Quiescent satellite cells were obtained from uninjured hindlimb muscles, while activated satellite cells were obtained from CTX-injured tibialis anterior and gastrocnemius muscles 3 days after the induced injury. Dissected muscles were minced in collagenase/dispase solution followed by dissociation using the gentleMACS Octo Dissociator with Heaters (Miltenyi Biotec). Satellite cells were sorted by gating a mononuclear cell population of α7-INTEGRIN^+^, CD34^+^, CD31^neg^, CD45^neg^, SCA1^neg^, and CD11b^neg^ (quiescent satellite cells) or α7-INTEGRIN^+^, VCAM1^+^, CD31^neg^, CD45^neg^, SCA1^neg^, and CD11b^neg^ (activated satellite cells) using a MoFlo XDP cell sorter (Beckman Coulter). The gating strategy is shown in Supplementary Fig. 10. Flow cytometry analyses (PyroninY, MitoTracker) were performed on a BD LSRFortessa cell analyzer using DIVA software for data collection and FlowJo software for data analysis. The list of antibodies is available in Supplementary Table 1.

#### Cell size measurement

Quiescent and activated satellite cells were sorted based on α7-INTEGRIN^+^, VCAM1^+^, CD31^neg^, CD45^neg^, SCA1^neg^, and CD11b^neg^. Single-cell brightfield images were captured on the Amnis ImageStream XMk II and analyzed on the IDEAS Software.

#### PyroninY and MitoTracker staining

About 40 nM PyroninY (Santa Cruz) and 40 nM MitoTracker Deep Red (Thermo Fisher) were added to the muscle digests and incubated for 30 min at 37 °C in water bath. Then, muscle digests were washed and stained with the antibodies for gating the satellite cell population (α7-INTEGRIN^+^, VCAM1^+^, CD31^neg^, CD45^neg^, SCA1^neg^, and CD11b^neg^). The gating strategy is shown in Supplementary Fig. 5b.

### In vivo EdU incorporation assay

Both tamoxifen-treated *Pax7*^*CE/+*^;*Gli3*^*+/+*^;*R26R*^*YFP*^, and *Pax7*^*CE/+*^*;Gli3*^*fl/fl*^*;R26R*^*YFP*^ mice were subjected to CTX-induced muscle injury in both TA and GA muscles. Three days post-injury, mice were injected intraperitoneally with 10 µL per gram of body weight of a 10 mM 5-ethynyl-2′-deoxyuridine (EdU) solution 3 h before sacrifice. Then, muscles were collected and digested as described in “Flow cytometry and fluorescence-activated cell sorting” section.

### EDL myofiber isolation and EdU treatment

Myofibers were isolated from *extensor* digitorum longus (EDL) muscles following the previously described protocol^34^. Briefly, EDL muscles were dissected from tendon to tendon and incubated for 1 h in DMEM (Gibco) containing 0.25% collagenase I (Worthington). Single EDL myofibers were isolated by gentle muscle trituration and washed in DMEM. EDL myofibers were finally cultured in DMEM supplemented with 20% fetal bovine serum, 1% chick embryo extract, and 1% penicillin/streptomycin. Myofibers were fixed at the desired time points using either PFA4%/PBS or ice-cold methanol for immunostaining analysis.

Single EDL myofibers were transfected with *Gli3* siRNA (TriFECTa DsiRNA Kit mouse Gli3, mm.Ri.Gli3.13), *Ift88* siRNA (TriFECTa DsiRNA Kit mouse Ift88, mm.Ri.Ift88.13) or scramble negative control siRNA, at a final concentration of 5 nM using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s instructions. siRNA transfection was performed twice at 4 and 16 h post-culture and 6 h after the second transfection, the growth medium was renewed.

For EdU treatment, freshly isolated EDL myofibers were co-treated for 24 h with 20 µM EdU (Thermo Fisher) to analyze satellite cell activation and either 25 µM FSK (Forskolin, R&D Systems) or 100 nM RAPA (Rapamycin, MP Biomedicals). For cell proliferation analysis, 48-h-cultured myofibers were treated with 20 µM EdU for 1 h before fixation.

### Myoblast isolation, culture, and treatments

Eight- to 16-week-old mice were used to derive primary myoblasts by magnetic cell separation (MACS)^65^. Muscle dissociation and cell filtration was performed following the same protocol described for Flow cytometry and FACS. First, negative lineage selection was performed with biotin-conjugated lineage antibodies (CD11b, SCA1, CD45, and CD31), followed by incubation with streptavidin microbeads. Then, satellite cell-derived myoblasts were purified using a biotin-conjugated anti-α7-INTEGRIN antibody. Myoblasts were cultured on collagen-coated dishes in Ham’s F10 medium (Wisent) supplemented with 20% FBS, 1% penicillin/streptomycin, and 5 ng ml^−1^ of basic FGF (Millipore). Differentiation was induced in Ham’s F10:DMEM 1:1 supplemented with 5% horse serum, and 1% penicillin/streptomycin.

Primary myoblasts were transfected with *Gli3* siRNA (TriFECTa DsiRNA Kit mouse Gli3, mm.Ri.Gli3.13), *Ift88* siRNA (TriFECTa DsiRNA Kit mouse Ift88, mm.Ri.Ift88.13), or scramble negative control siRNA, at a final concentration of 5 nM using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s instructions. siRNA transfection was performed twice, every 24 h, in the growth medium. Cells were collected 48 h after the second transfection.

For GLI3 proteolytic processing analysis, primary myoblasts were treated with either 25 µM FSK (Forskolin, R&D Systems) or 100 nM RAPA (Rapamycin, MP Biomedicals) for 24 h. Equivalent amounts of DMSO were added to the control conditions. For cell proliferation analysis, myoblasts were treated with 20 µM EdU for 1 h before fixation.

### Reserve cell isolation

Primary myoblasts were derived from 8–16-week-old *Pax7-nGFP* mice and cultured as described above. Myoblasts were differentiated for 3 days. Then, total cells were trypsinized, washed in PBS, and resuspended in FACS buffer. “Reserve” cells were sorted by gating a mononuclear GFP^+^ cell population using the MoFlo XDP cell sorter (Beckman Coulter).

### RNA extraction and quantitative PCR

Total RNA was extracted from primary myoblasts using the Nucleospin RNA II kit (Macherey-Nagel) and from satellite cells using the ARCTURUS Picopure RNA extraction kit (Thermo Fisher), according to the manufacturers’ instructions. Reverse transcription was performed using SuperScript III Reverse Transcriptase (Invitrogen). Gene expression was assessed with iQ SYBR Green Supermix (Bio-Rad) and analysis was performed using the 2^−ΔΔCt^ method. RT-qPCR were normalized to the housekeeping genes *Ppia*. A list of primers is available in Supplementary Table 2.

### RNA-sequencing and gene expression analysis

Twelve samples were used for RNA-sequencing analysis: three samples of quiescent satellite cells and three samples of activated satellite cells for each genotype (*Gli3*^*+/+*^ and *Gli3*^∆/∆^). For each sample of quiescent satellite cells, all hindlimb muscles from two to three mice were combined. Activated satellite cells were isolated from injured TA and *gastrocnemius* muscles on day 3 post-CTX injections, and each sample corresponded to one mouse.

Library construction was performed with 20 ng of input total RNA using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina—polyA mRNA workflow (New England Biolabs). The libraries were sequenced with a NextSeq 500 High Output 75 cycle kit (Illumina). RNA-seq reads were mapped to transcripts from GRCm38_GENCODE.vM19 using salmon v0.13.1^66^. Data were loaded into R using the tximport library and the gene/count matrix was filtered to retain only genes with five or more mapped reads in two or more samples. Differential expression was assessed using DESeq2^67^. PCA was performed using the DESeq2 plotPCA function and rlog-transformed count data. Pearson correlation between means of CPM normalized expression for each replicate group was calculated. Expression differences were calculated using the lfcShrink function, applying the apeglm method (v1.6.0)^68^. Gene ontology (GO) analysis and gene set enrichment analysis (GSEA) were performed using goseq (v1.40.0) and fgsea (v1.14.0) R packages, respectively, on the significantly upregulated and downregulated genes (cut-off of 0.05 and absolute fold changes greater than or equal to 1.2) from *Gli3*^*+/+*^ and *Gli3*^∆/∆^ QSCs and ASCs.

### Western blotting

Whole-cell proteins were extracted in lysis buffer (150 mM NaCl, 25 mM Tris pH7.5, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% SDS) supplemented with inhibitors of proteases (Roche) and phosphatases (Sigma). Equal amounts of proteins were resolved on SDS-PAGE 4–12% (Bio-Rad) and transferred onto PVDF membranes. Membranes were blocked using 5% non-fat dry milk in TBS-Tween 0.1% (TBST) for 1 h at room and probed with primary antibodies overnight at 4 °C. The list of antibodies is available in Supplementary Table 1. After four washes in TBST, membranes were incubated for 1 h with HRP-conjugated secondary antibodies at 1:5,000 (Bio-Rad). After four more washes, immunoblots were developed by enhanced chemiluminescence. When required, PVDF membranes were stripped in 62.5 mM Tris HCl, pH6.8, 2% SDS, and 0.8% β-mercaptoethanol.

### Immunostaining on cells, myofibers, and sections

Following fixation in PFA 2%/PBS, cells and myofibers were washed two times in PBS, permeabilized in 0.1 M Glycine, and 0.1% Triton X-100 in PBS for 10 min. For EdU staining, samples were stained using the Click-iT EdU Alexa Fluor 647 Imaging kit (Thermo Fisher), according to the manufacturer’s instructions. Then, cells and myofibers were blocked in 5% horse serum, 2% BSA, and 0.1% Triton X-100 in PBS for at least 1 h, and incubated with primary antibodies overnight at 4 °C. The list of antibodies is available in Supplementary Table 1. Samples were washed three times in PBS, incubated 1 h at room temperature with Alexa Fluor-conjugated secondary antibodies at 1:1,000 (Thermo Fisher), washed three times in PBS, and counterstained with DAPI at 1 µg mL^−1^ in PBS before mounting.

For GLI3/acαTUB/PAX7 co-staining, cells and myofibers were first incubated with anti-GLI3 primary antibody and then, Alexa Fluor donkey anti-goat secondary antibody. Following two washes in PBS-Tween 0.1% and PBS, cells and myofibers were incubated with anti-acαTUB and anti-PAX7 primary antibodies followed by Alexa Fluor goat anti-mouse IgG2b and goat anti-mouse IgG1 secondary antibodies.

Full muscle section pictures were taken on a Zeiss Axio Observer.D1 inverted microscope equipped with an EC Plan-Neofluar 10×/0.3 Ph1 M27 objective and stitched together using Fiji software (http://fiji.sc/Fij). Other immunofluorescence pictures were taken with a Zeiss Axio Observer.D1 inverted microscope equipped with either a Plan-Apochromat 20 × /0.8 M27 objective or a Plan-Apochromat 63 × /1.4.Oil DIC M27 objective. For GLI3 localization, images were taken with a confocal Zeiss LSM 880 AiryScan inverted microscope quipped with a Plan-Apochromat 63 × /1.4.Oil DIC M27 objective. Images were processed and analyzed with Zen and FIJI software.

### In situ force measurement

Muscle force measurements were performed on an Aurora Scientific 300C-LR-FP dual-mode muscle lever system equipped with a 1 N force transducer and 1 cm lever arm. Electrical stimulation was performed using monopolar needle electrodes attached to an Aurora Scientific 701 C High-Power, Bi-Phase Stimulator. Force transducers were calibrated prior to the study using precision weights. Mice were anesthetized using isoflurane inhalation (2% isoflurane, 1 L/min) until recumbent and non-reflexive to pressure on the paw and positioned on a heated pad to maintain their body temperature at 37 °C throughout the procedure. Mice were positioned supine and hindlimb were shaved. A small incision was made above the hallux and the foot was partially degloved to expose the distal insertion of the tibialis anterior tendon up to the tibialis anterior muscle. The cruciate crural ligament was severed to release the tibialis anterior (TA) tendon from the foot.

A pre-tied loop of waxed 3.5 metric suture was attached to the TA tendon using a series of double thumb knots above, below, and through the loop. The suture was secured to the tendon using minimal amounts of cyanoacrylate glue. The skin of the hindlimb was removed up to mid vastus lateralis to expose the TA and the kneecap. The fascia of the TA was cut using spring scissors. The distal insertion of the TA tendon was severed and the TA was gently lifted to release it from the extensor digitorum longus (EDL) muscle and connective tissue. Muscles were kept from drying using physiological saline. The measured hindlimb was secured between the limb clamp and the stage using a 40 mm long 27 g needle inserted through the epiphysis of the femur immediately proximal to the kneecap and directly into a receiving hole in the stage. Clamping was verified by observing no movement of the kneecap following manipulation of the foot and the needle was secured by a hand screw. The pre-tied loop was attached to the hook on the force transducer lever arm and maintained without tension.

Two monopolar needle electrodes were positioned adjacent to the tibial nerve proximal to the kneecap and distal the kneecap adjacent to the EDL muscle. The transducer was retracted to maintain 20 mN of measured tension for an initial 15-min stretching period with 100 ms trains of 0.3 ms, 5 V supramaximal voltage pulses at 1 Hz stimulation every 100 s. Following stretching, muscles were maintained at 20 mN tension and tetanic contractions were measured every 100 s following 200 ms trains of 0.3 ms, 5 V supramaximal voltage pulses at serial frequencies from 1 to 200 Hz. The maximal force was defined by the difference in maximal force measured during stimulation to that of the tension immediately prior to stimulation.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. The experimental design incorporated user blinding when possible. All experiments were performed with at least three biological replicates, as indicated in the figure legends. The results are presented as the mean ± standard error of the mean (SEM). For immunoblots (Fig. 2c, d and Supplementary Figs. 2e, h, 6d, 7b) and immunostaining (Fig. 6e and Supplementary Figs. 1c, 2a, b), experiments have been performed at least three independent times with similar results. Statistical evaluation was performed using two-tailed Student’s *t*-test tests to calculate differences between two groups (paired for biologically matched samples, and unpaired for unrelated samples) or univariate ANOVA with post hoc test for multiple comparisons, as appropriate (Graphpad Prism^®^, Source Data file). The number of independent experimental replications is reported in each corresponding figure legend. Unless otherwise described, data are presented as mean ± SEM and *p* value <0.05 was considered as statistically significant. Throughout the manuscript, level of significance is indicated as follows: *p < 0.05, **p < 0.01, ***p < 0.001. The exact *p* values are provided in the Source Data file.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The RNA-sequencing data generated in this study have been deposited in the Gene Expression Omnibus under the accession code GSE144871. The raw images for the immunoblots are provided in Supplementary Fig. 9. Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: GLI3 regulates muscle stem cell entry into GAlert and self-renewal
**Source:** Nat Commun. 2022 Jul 8;13:3961. doi: 10.1038/s41467-022-31695-5
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### **Primary Cilia Mediated-GLI3 Processing Regulates Muscle Stem Cell Entry into G<sub>Alert</sub> and Self-Renewal**

Caroline E. Brun<sup>1,2</sup>, Marie-Claude Sincennes<sup>1,2</sup>, Alexander Y.T. Lin<sup>1,2</sup>, Derek Hall<sup>1,2</sup>, William Jarassier<sup>3</sup>, Peter Feige<sup>1,2</sup>, Fabien Le Grand<sup>3</sup> and Michael A. Rudnicki<sup>1,2,4,\*</sup>

## SUPPLEMENTARY FIGURES

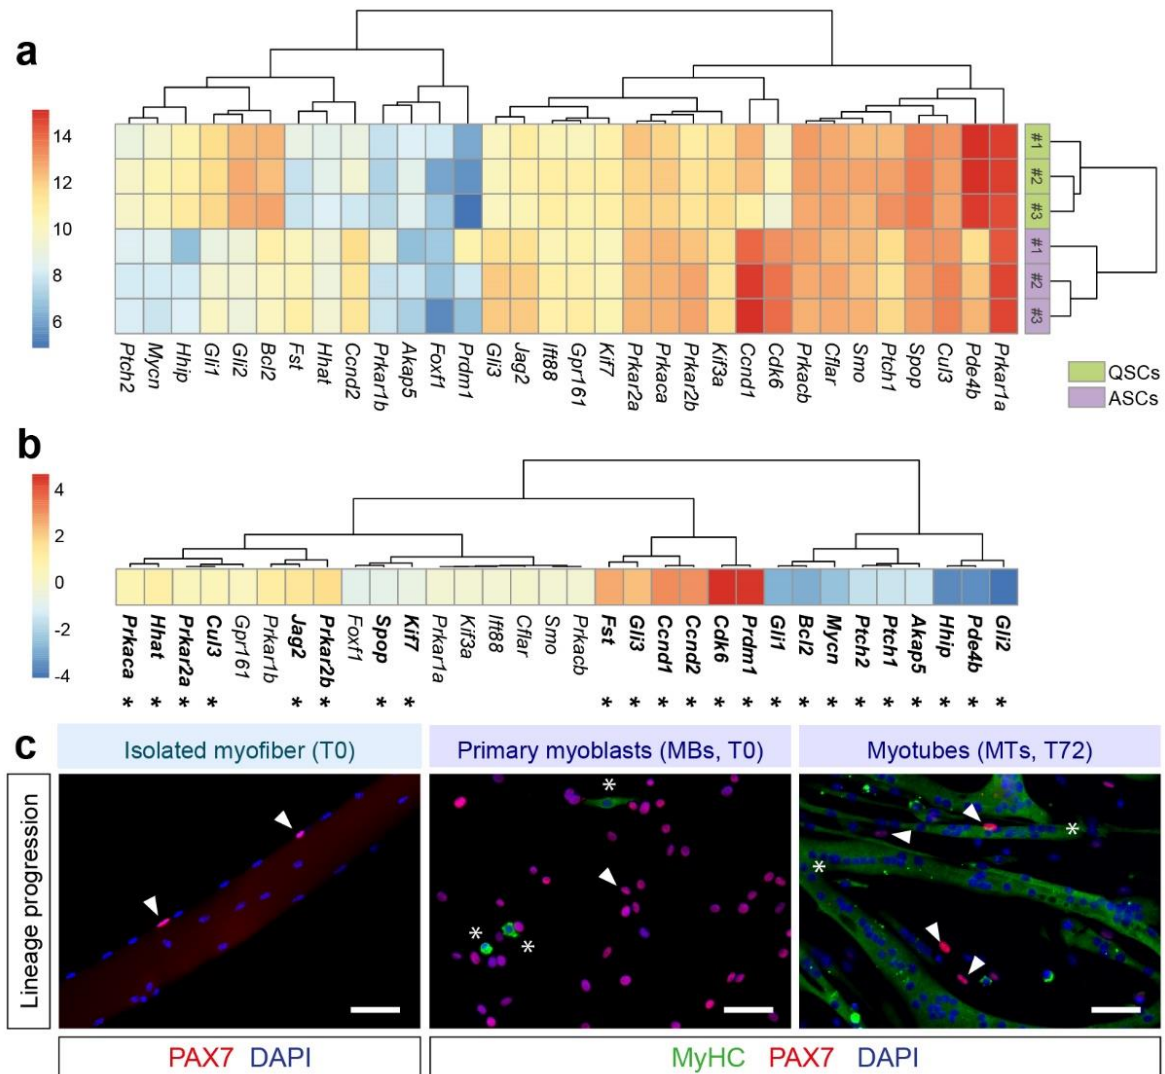

**Supplementary Figure 1. Canonical Hedgehog downstream target genes are downregulated during satellite cell activation.**

**a)** Heatmap from normalized and log2 transformed expression matrix of components and target genes of canonical Hedgehog signaling in quiescent (QSCs) and activated satellite cells (ASCs) (n = 3 males).

**b)** Heatmap showing fold-change values of canonical Hedgehog signaling genes in ASCs compared to QSCs. Significantly up- and down-regulated genes are written in bold with a star (\*) that indicates  $p$  adjusted values ( $p_{adj}$ ) < 0.05 (Wald test followed by multiple testing correction using the Benjamini–Hochberg method to control the false discovery rate).

**c)** Representative immunofluorescence staining of PAX7 (red) labelling quiescent satellite cells on an isolated myofiber (T0), and primary myoblasts (MBs, T0) and reserve cells appearing along the myotubes (MTs, T72). Myosin heavy chain (MyHC, green, asterisks) labels differentiated muscle cells or myotubes. Nuclei are stained with DAPI (blue). Scale bars, 10µm.

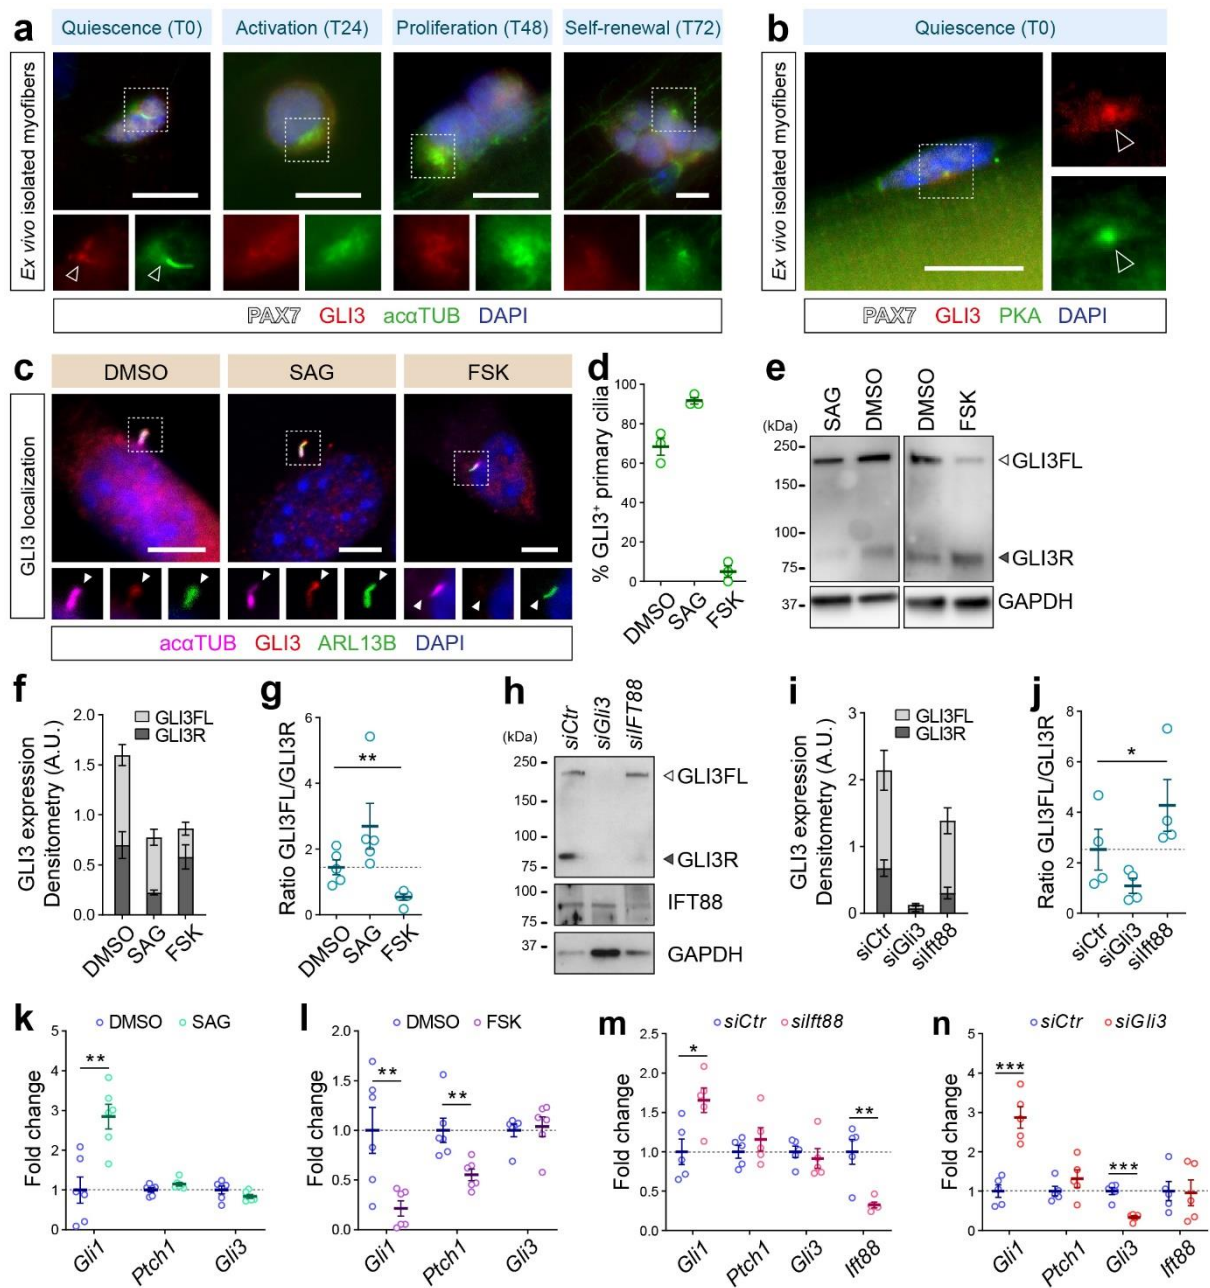

**Supplementary Figure 2. GLI3 processing and subcellular localization relies on the primary cilium and regulates Hedgehog signaling target genes.**

**a)** Representative immunostaining showing GLI3 (red) localization in PAX7<sup>+</sup> (white) quiescent (T0), activated (T24) and proliferating (T48-72) satellite cells on isolated and cultured myofibers. Acetylated  $\alpha$ -TUBULIN ( $\alpha$ TUB, green) stains the primary cilium (T0) and the microtubule-organizing centers (T24-72). Nuclei are stained with DAPI (blue). Scale bars, 10 $\mu$ m.

**b)** Immunostaining showing GLI3 (red) and PKA (green) localization in a PAX7<sup>+</sup> (white) quiescent satellite cell on freshly isolated myofibers. PKA (green) localizes at and around the centrosome areas. Scale bars, 5 $\mu$ m.

**c)** Representative immunofluorescence pictures showing GLI3 (red) localization in primary cilia stained with both  $\alpha$ TUB (purple) and ARL13B (green) upon SAG (Smoothed agonist) and FSK (forskolin) treatment. DMSO (vehicle) is used as a control. Scale bars, 5 $\mu$ m.

- d)** Proportion of DMSO, SAG or FSK treated-myoblasts that exhibit GLI3 staining in the primary cilium (n = 3 biologically independent samples).
- e)** Immunoblot analysis of GLI3 full-length (GLI3FL) and repressor (GLI3R) in DMSO, SAG or FSK treated-myoblasts. GAPDH is used as a loading control.
- f)** Densitometric analysis of the level of GLI3FL (light gray) and GLI3R (dark gray) relative to GAPDH signals of 5 biological replicates.
- g)** Ratio of GLI3FL/GLI3R relative to GAPDH (n = 5 biological replicates).
- h)** Immunoblot analysis of GLI3 and IFT88 showing GLI3FL and GLI3R levels upon efficient *Gli3* and *Ift88* knockdown in primary myoblasts.
- i)** Densitometric analysis of the level of GLI3FL (light gray) and GLI3R (dark gray) relative to GAPDH signals of 4 biological replicates.
- j)** Ratio of GLI3FL/GLI3R relative to GAPDH (n = 4 biological replicates).
- k)** Expression of *Gli1* and *Ptch1*, two Hedgehog target genes, normalized to *Ppia* and *Gapdh*, upon SAG treatment (n = 6 biologically independent samples).
- l)** Expression of *Gli1* and *Ptch1* normalized to *Ppia* and *Gapdh*, upon FSK treatment (n = 6 biologically independent samples).
- m)** Expression of *Gli1*, *Ptch1*, *Gli3* and *Ift88* normalized to *Ppia* and *Gapdh* in primary myoblasts, 48h after treatment with siRNA for *Ift88* (*siIft88*) or with a non-target control (*siCtr*) (n = 5 biologically independent samples).
- n)** Expression of *Gli1*, *Ptch1*, *Gli3* and *Ift88* normalized to *Ppia* and *Gapdh* in primary myoblasts, 48h after treatment with siRNA for *Gli3* (*siGli3*) or with a non-target control (*siCtr*) (n = 5 biologically independent samples).

Unless otherwise indicated, scale bars, 10μm; Means ± SEM; Two-tailed paired t test (**g**), One-way ANOVA test with Fisher's LSD for multiple comparisons (**j**), Multiple unpaired t tests with Welch's correction (**k-m**); \**p* < 0.5, \*\**p* < 0.01, \*\*\**p* < 0.001.

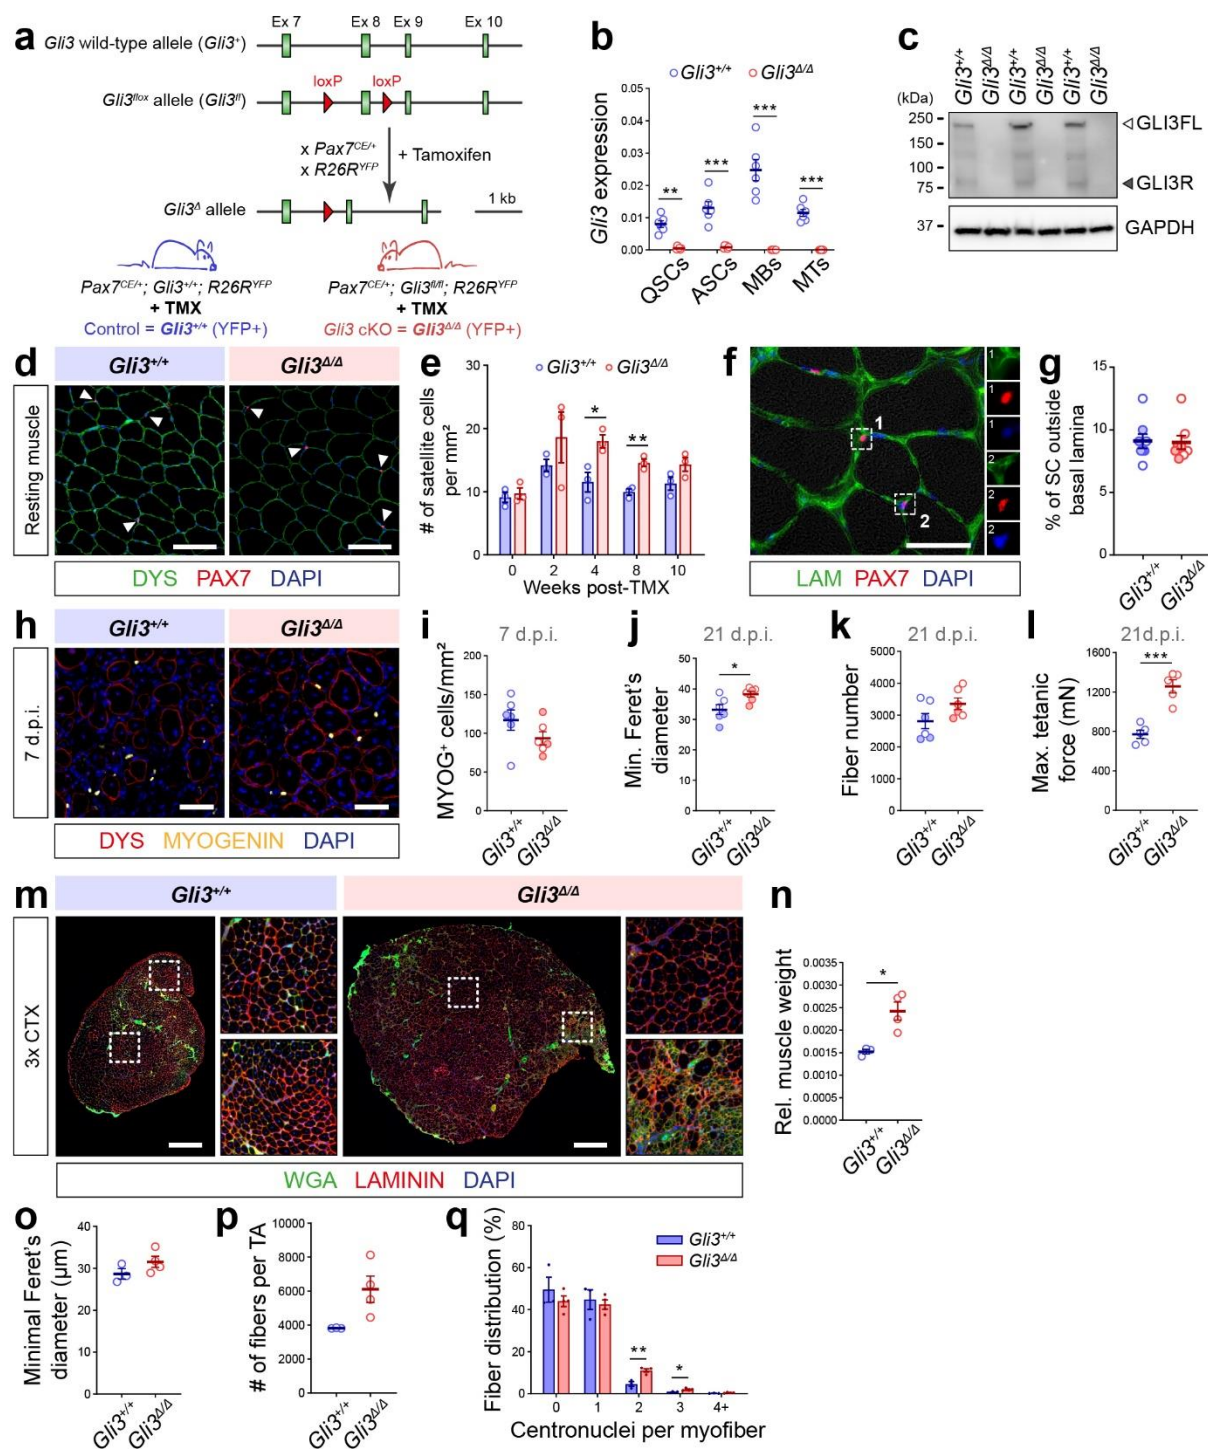

**Supplementary Figure 3. Phenotype of *Gli3*<sup>+/+</sup> and *Gli3*<sup>Δ/Δ</sup> muscle following a single and triple cardiotoxin-injuries.**

**a** The exon 8 of the *Gli3* floxed allele (*Gli3*<sup>fl</sup>) is flanked by two loxP sites, allowing for its tamoxifen (TMX)-inducible recombination by the CreER recombinase. The CreER inserted downstream the *Pax7* stop codon (*Pax7*<sup>CE/+</sup>) allows endogenous PAX7 expression while permitting specific ablation of *Gli3* in satellite cells upon TMX treatment. In addition, the *R26R*<sup>YFP</sup> allele was added allowing for tracing the satellite cell (SC) population. TMX-treated *Pax7*<sup>CE/+</sup>; *Gli3*<sup>+/+</sup>; *R26R*<sup>YFP</sup> mice are used as control (*Gli3*<sup>+/+</sup>) while TMX-treated *Pax7*<sup>CE/+</sup>; *Gli3*<sup>fl/fl</sup>; *R26R*<sup>YFP</sup> mice where SCs will be conditionally knocked-out for *Gli3* are referred as *Gli3*<sup>Δ/Δ</sup>.

- b)** Expression analysis by RT-qPCR of *Gli3* normalized to *Ppia* and *Rps18* in quiescent (QSCs) and activated (ASCs) satellite cells, primary myoblasts (MBs), and 3 days differentiated myotubes (MTs) (n = 6 biologically independent samples).
- c)** Western blotting for GLI3 confirming the knockout efficiency in primary myoblasts. GAPDH is used as a loading control (n = 3 biological samples).
- d)** Representative immunofluorescence picture showing transversal cross-sections of resting TA muscle in *Gli3*<sup>+/+</sup> and *Gli3*<sup>ΔΔ</sup> mice. PAX7 (red) labels the satellite cells and DYS (green) delineates the myofibers. Nuclei are stained with DAPI (blue). Scale bars represent 50μm.
- e)** Quantification of the number of PAX7<sup>+</sup> satellite cells per mm<sup>2</sup> in resting TA muscle from *Gli3*<sup>+/+</sup> and *Gli3*<sup>ΔΔ</sup> mice following tamoxifen treatment (n = 3 males).
- f)** Immunofluorescence for PAX7 (red) and LAMININ (LAM, green) showing 1) a satellite cell within its niche and 2) a satellite cell surrounded by the basal lamina outside its niche.
- g)** Proportion of satellite cells found outside the basal lamina in *Gli3*<sup>+/+</sup> and *Gli3*<sup>ΔΔ</sup> resting TA muscles.
- h)** Immunostaining of MYOGENIN (yellow) at 7 d.p.i. showing the differentiated muscle cells and DYSTROPHIN (DYS, red) delineating the regenerating myofibers. DAPI stains the nuclei (blue).
- i)** Quantification of MYOG<sup>+</sup> cells per mm<sup>2</sup> TA section of all *Gli3*<sup>+/+</sup> and *Gli3*<sup>ΔΔ</sup> mice at 7 d.p.i.
- j)** Minimal Feret's diameter of all *Gli3*<sup>+/+</sup> and *Gli3*<sup>ΔΔ</sup> mice at 21 d.p.i.
- k)** Number of myofibers per TA section of all *Gli3*<sup>+/+</sup> and *Gli3*<sup>ΔΔ</sup> mice at 21 d.p.i.
- l)** Maximum tetanic force of TA muscles of *Gli3*<sup>+/+</sup> and *Gli3*<sup>ΔΔ</sup> mice at 21 d.p.i. (n = 5 males).
- m)** Representative immunofluorescence picture of *Gli3*<sup>+/+</sup> or *Gli3*<sup>ΔΔ</sup> regenerated muscle following a triple injury (3x CTX). LAMININ (red) and WGA (green) delineate the myofibers. DAPI stains the nuclei.
- n)** TA muscle weight normalized to total body weight of *Gli3*<sup>+/+</sup> and *Gli3*<sup>ΔΔ</sup> mice following 3x CTX.
- o)** Minimal Feret's diameter of regenerated myofibers of 3x CTX *Gli3*<sup>+/+</sup> and *Gli3*<sup>ΔΔ</sup> mice.
- p)** Number of myofibers per TA section of *Gli3*<sup>+/+</sup> and *Gli3*<sup>ΔΔ</sup> mice after 3x CTX.
- q)** Distribution of regenerated myofibers according to their number of centrally located nuclei (centronuclei) of 3x CTX *Gli3*<sup>+/+</sup> and *Gli3*<sup>ΔΔ</sup> mice.
- Means ± SEM; ANOVA test with Fisher's LSD for multiple comparisons (**b**), Multiple unpaired t tests with Welch's correction (**e, j, l, n, q**); \**p* < 0.5, \*\**p* < 0.01, \*\*\**p* < 0.001.
- For the single injury, unless otherwise indicated, n = 6 (3 males, empty dots, and 3 females, colored dots, for each genotype); Scale bars, 50μm.
- For the triple injuries (3x CTX), n = 3 *Gli3*<sup>+/+</sup> and 4 *Gli3*<sup>ΔΔ</sup> males; Scale bars, 500μm.

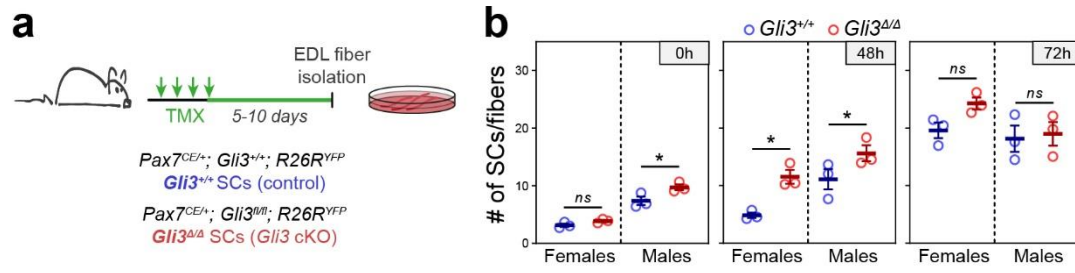

**Supplementary Figure 4. *Gli3* deletion enhances satellite cell proliferation on isolated myofibers.**

**a)** Experimental design. Single EDL myofibers are isolated from tamoxifen-treated *Pax7<sup>CE/+</sup>; Gli3<sup>+/+</sup>; R26R<sup>YFP</sup>* (control, *Gli3<sup>+/+</sup>*) and *Pax7<sup>CE/+</sup>; Gli3<sup>fl/fl</sup>; R26R<sup>YFP</sup>* (*Gli3* conditional knockout, *Gli3<sup>Δ/Δ</sup>*) mice and cultured for 48h and 72h to follow satellite cell proliferation and differentiation.

**b)** Quantification of the number of satellite cells per myofiber immediately after isolation (0h), or after 48h and 72h of culture (n = 3 males and 3 females for each genotype). Means ± SEM; One-way ANOVA test with Fisher's LSD for multiple comparisons; \**p* < 0.05.

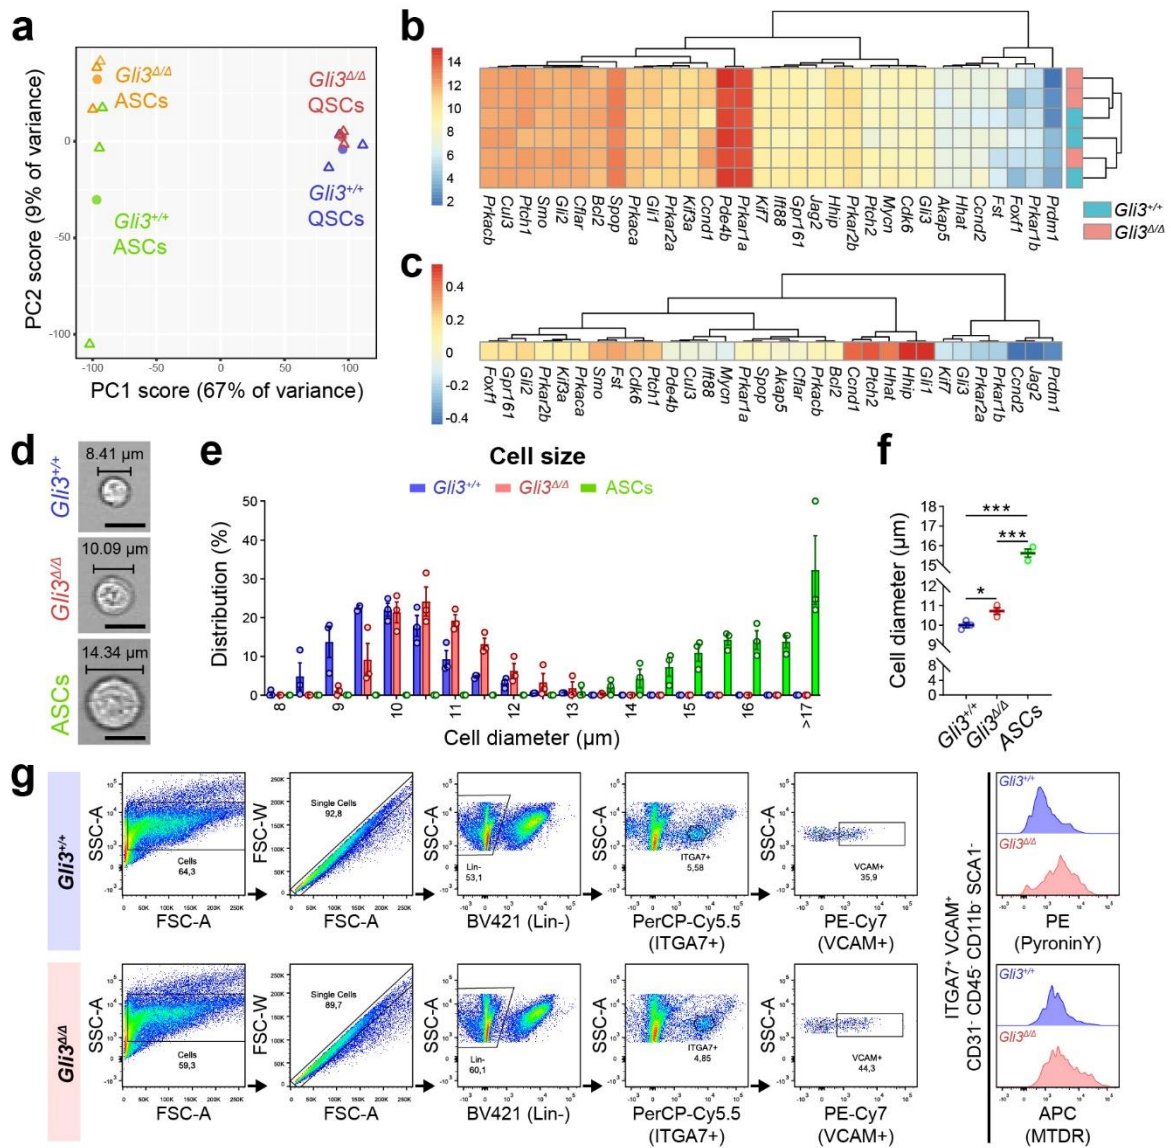

**Supplementary Figure 5. *Gli3* deletion induces satellite cell transition to G<sub>Alert</sub>.**

a) Principal component analysis (PCA) of global transcriptomes of *Gli3*<sup>+/+</sup> and *Gli3*<sup>Δ/Δ</sup> quiescent satellite cells (QSCs) and activated satellite cells (ASCs). Each triangle represents a biological replicate. Each dot represents the mean of 3 biological samples (n = 3 males for each condition and genotype).

b) Heatmap from normalized and log2 transformed expression matrix of components and target genes of canonical Hedgehog signaling in *Gli3*<sup>Δ/Δ</sup> and *Gli3*<sup>+/+</sup> QSCs (n = 3 males).

c) Heatmap showing fold change values of canonical Hedgehog signaling genes in *Gli3*<sup>Δ/Δ</sup> compared to *Gli3*<sup>+/+</sup> QSCs.

d) Representative images of freshly sorted *Gli3*<sup>+/+</sup> and *Gli3*<sup>Δ/Δ</sup> quiescent satellite cells (QSCs) and *Gli3*<sup>+/+</sup> activated satellite cells (ASCs).

e) Distribution of *Gli3*<sup>+/+</sup> QSCs, *Gli3*<sup>Δ/Δ</sup> QSCs and *Gli3*<sup>+/+</sup> ASCs according to their diameter (n = 3 males, >100 cells analyzed per mouse).

f) Mean cell diameter of *Gli3*<sup>+/+</sup> QSCs, *Gli3*<sup>Δ/Δ</sup> QSCs and *Gli3*<sup>+/+</sup> ASCs (n = 3 males, >100 cells analyzed per mouse, source data are provided in the Source Data file).

g) Flow cytometry gating strategy used to analyze PyroninY and MitoTracker Deep Red (MTDR) staining in QSCs from *Gli3*<sup>+/+</sup> and *Gli3*<sup>Δ/Δ</sup> mice.

Means ± SEM; One-way ANOVA test with Fisher's LSD for multiple comparisons; \**p* < 0.5, \*\**p* < 0.01, \*\*\**p* < 0.001.

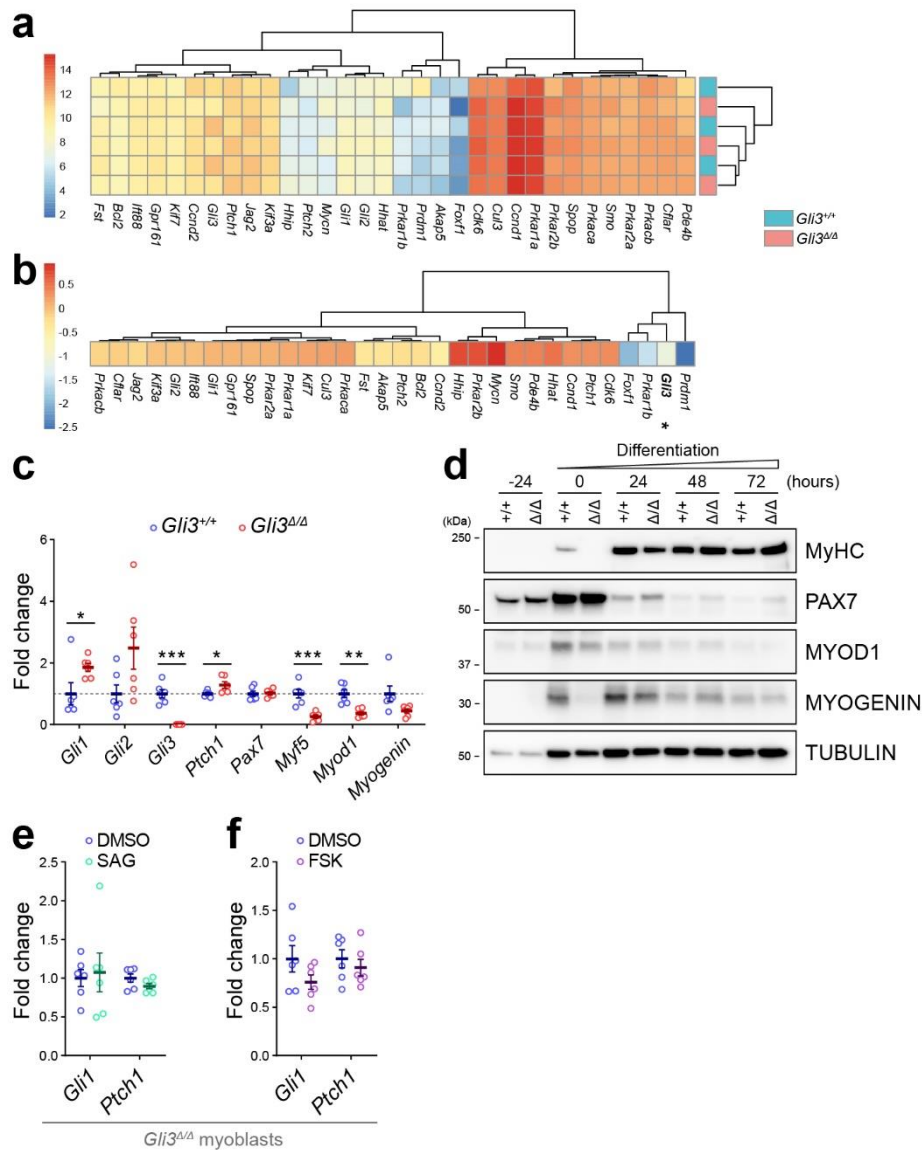

**Supplementary Figure 6. *Gli3* deletion increases satellite cell proliferation *in vivo*.**

**a)** Heatmap from normalized and log2 transformed expression matrix of components and target genes of canonical Hedgehog signaling in *Gli3<sup>Δ/Δ</sup>* and *Gli3<sup>+/+</sup>* ASCs (n = 3 males).

**b)** Heatmap showing fold change values of canonical Hedgehog signaling genes in *Gli3<sup>Δ/Δ</sup>* compared to *Gli3<sup>+/+</sup>* ASCs. Only *Gli3* (in bold, with a star) is significantly down-regulated with a *padj* < 0.05 (Wald test followed by multiple testing correction using the Benjamini–Hochberg method to control the false discovery rate).

**c)** RT-qPCR analysis of *Gli1-3*, *Ptch1*, *Pax7*, *Myf5*, *Myod1* and *Myogenin* normalized to *Ppia* and *Gapdh* in *Gli3<sup>Δ/Δ</sup>* and *Gli3<sup>+/+</sup>* proliferating primary myoblasts (n = 3 males and 3 females for each genotype).

**d)** Immunoblot analysis of MyHC, PAX7, MYOD1 and MYOGENIN from *Gli3<sup>+/+</sup>* and *Gli3<sup>Δ/Δ</sup>* myoblasts differentiated for 72h. TUBULIN is used as a loading control.

**e)** Expression of *Gli1* and *Ptch1* normalized to *Ppia* and *Gapdh*, in *Gli3<sup>Δ/Δ</sup>* myoblasts upon SAG treatment (n = 6 biologically independent samples).

**f)** Expression of *Gli1* and *Ptch1* normalized to *Ppia* and *Gapdh*, in *Gli3<sup>Δ/Δ</sup>* myoblasts upon FSK treatment (n = 6 biologically independent samples).

Means ± SEM; Multiple unpaired t tests with Welch's correction; \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001

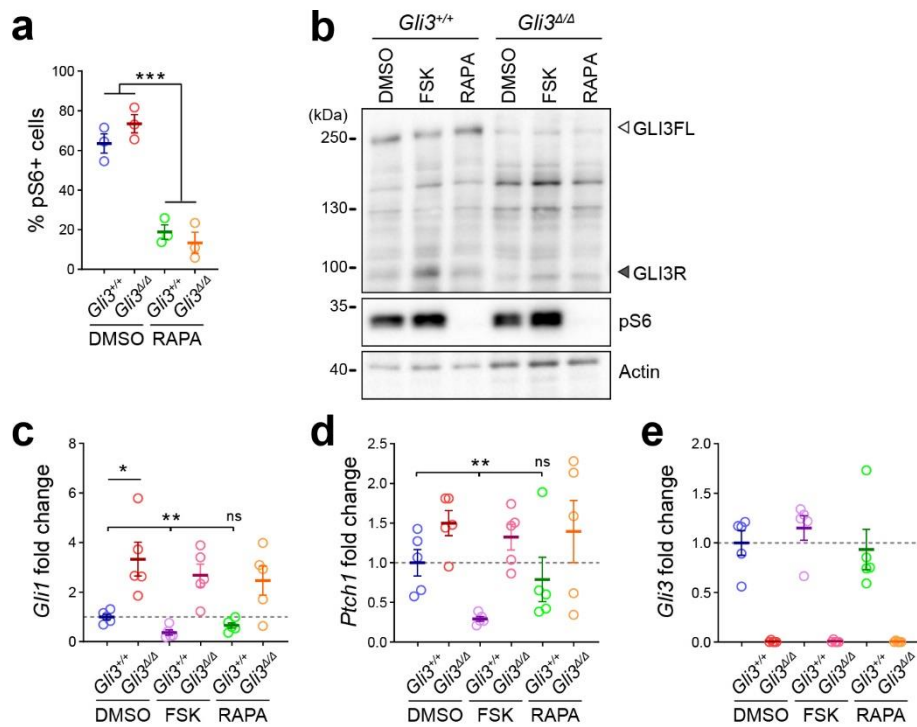

**Supplementary Figure 7. GLI3 modulates mTORC1 signaling in muscle cells.**

**a)** Proportions of phospho-S6<sup>+</sup> (pS6<sup>+</sup>) cells from *Gli3*<sup>+/+</sup> and *Gli3*<sup>Δ/Δ</sup> myoblasts upon FSK and RAPA treatments (n = 3 biological replicates).

**b)** Immunoblot analysis of GLI3 full-length (GLI3FL) and repressor (GLI3R) and phospho-S6 (pS6) in DMSO, FSK or RAPA treated-myoblasts. ACTIN is used as a loading control.

**c)** Expression level of *Gli1* and **d)** *Ptch1*, two canonical Hedgehog target genes, normalized to *Ppia* and *Hprt*, upon FSK and RAPA treatments (n = 5 biological replicates).

**e)** Expression level of *Gli3* normalized to *Ppia* and *Hprt*, upon FSK and RAPA treatments (n = 5 biological replicates).

Means ± SEM; ; One-way ANOVA test with Fisher's LSD for multiple comparisons; \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001

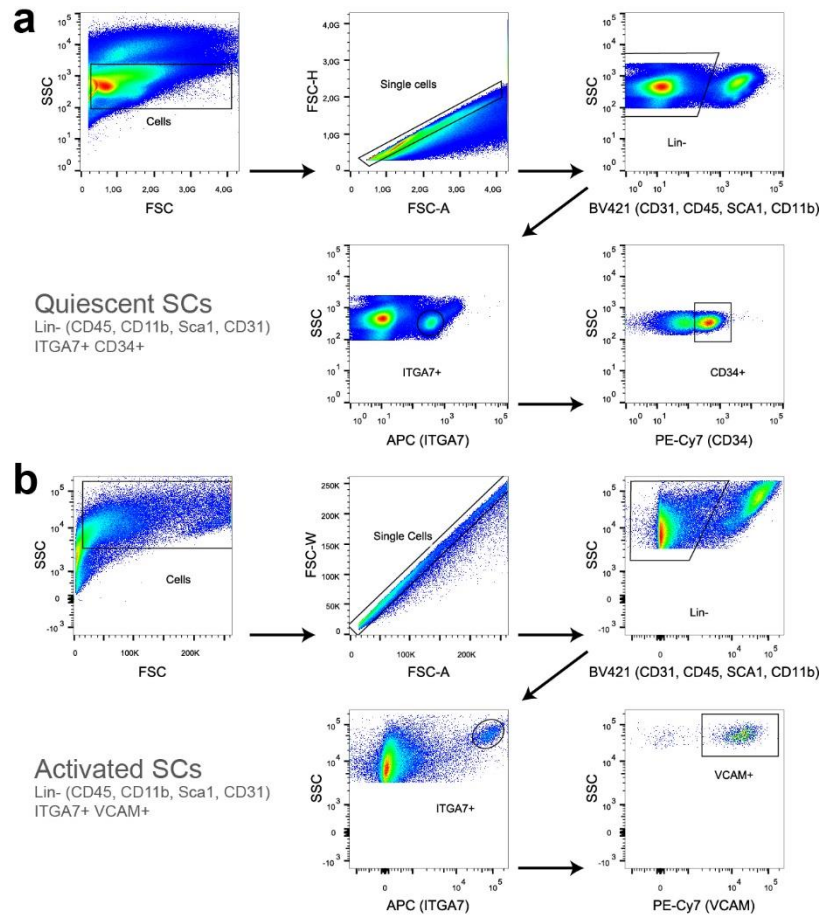

**Supplementary Figure 8. Gating strategy for quiescent and activated satellite cell sort.**

**a)** Single cell suspensions were obtained from all hindlimb muscles. Cell doublets were excluded from the analysis (FSC-A vs FSC-H). Satellite cells (CD31-, CD45-, SCA1-, CD11b-, ITGA7+, CD34+) were sorted and used for analysis.

**b)** Satellite cell activation is induced by intramuscular injections of cardiotoxin in *tibialis anterior* (TA) and *gastrocnemius* (GA) muscles of both legs. 3 days post-injury, single cell suspensions are obtained from TA and GA injured muscles. Cell doublets are excluded from the analysis (FSC-A vs FSC-W). Satellite cells (CD31-, CD45-, SCA1-, CD11b-, ITGA7+, VCAM+) are sorted and used for analysis.

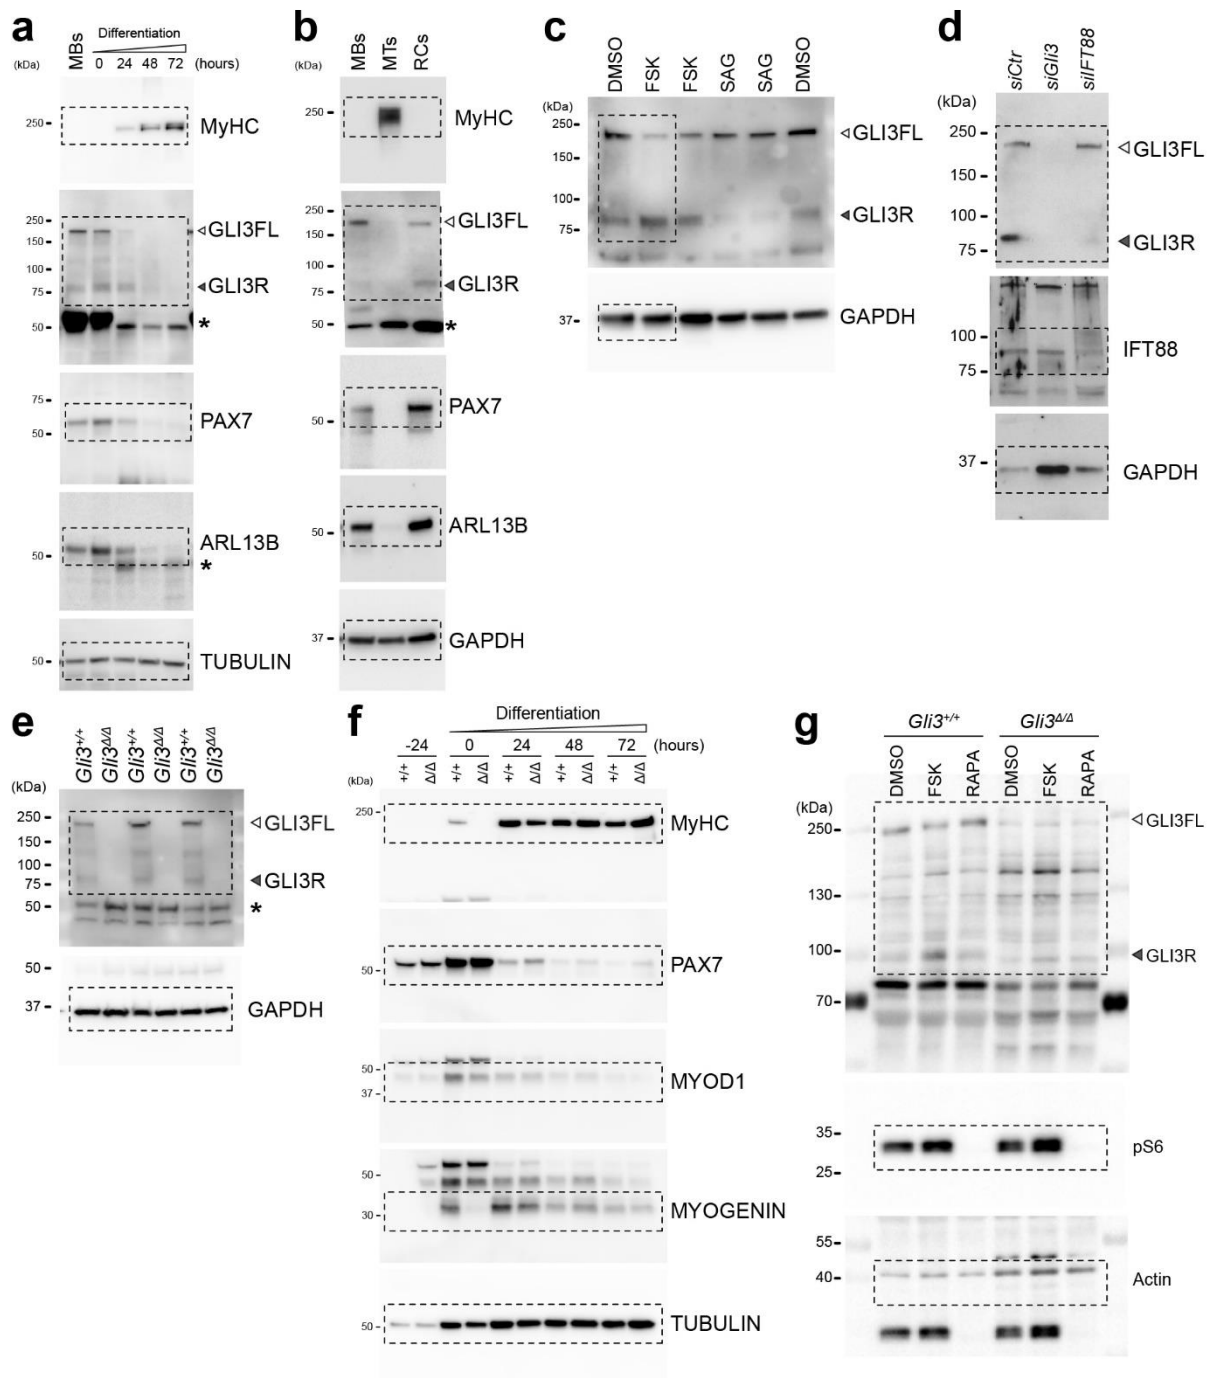

**Supplementary Figure 9. Full scans of immunoblots.**

**a)** Figure 2c

**b)** Figure 2d

**c)** Supplementary Figure 2e

**d)** Supplementary Figure 2h

**e)** Supplementary Figure 3c

**f)** Supplementary Figure 6d

**g)** Supplementary Figure 7b

## SUPPLEMENTARY TABLES

**Supplementary Table 1. List of antibodies.**

| Primary Antibody                                                 | Company                             | Reference   | Dilution (IF) | Dilution (WB) |
|------------------------------------------------------------------|-------------------------------------|-------------|---------------|---------------|
| Mouse anti-ARL13B [N295B/66]                                     | Abcam                               | ab136648    | 1/500         | 1/500         |
| Mouse anti- $\alpha$ -TUBULIN (acetyl K40) [6-11B-1]             | Abcam                               | ab11323     | 1/1000        | N/A           |
| Mouse anti-PAX7                                                  | DSHB                                | PAX7        | 1/2           | 1/10          |
| Mouse anti-GLI3 [6F5]                                            | Gift from Dr. S. Scales (Genentech) | N/A         | N/A           | 1/250         |
| Goat anti-GLI3                                                   | R&D Systems                         | AF3690      | 1/300         | 1/500         |
| Rabbit anti-PKA R2/PKR2 (phospho S99) [E151]                     | Abcam                               | ab238951    | 1/250         | N/A           |
| Rabbit anti-IFT88                                                | Proteintech                         | 13967-1-AP  | N/A           | 1/500         |
| Mouse anti-TUBULIN (clone DM1A)                                  | Sigma-Aldrich                       | T9026       | N/A           | 1/10000       |
| Mouse anti-GAPDH                                                 | UBC AbLab                           | 21-0017     | N/A           | 1/10000       |
| Mouse anti-alpha-ACTIN                                           | Santa Cruz                          | sc-32251    | N/A           | 1/5000        |
| Mouse anti-Myosin Heavy Chain (MyHC)                             | DSHB                                | MF20        | 1/2000        | 1/1000        |
| Mouse anti-MYOD1 [5.8A]                                          | Agilent Dako                        | M3512       | N/A           | 1/2500        |
| Mouse anti-MYOGENIN (clone F5D)                                  | Santa Cruz                          | sc-12732    | 1/500         | 1/2000        |
| Rabbit anti-DYSTROPHIN                                           | Abcam                               | ab15277     | 1/1000        | N/A           |
| Rat anti-LAMININ [4H8-2]                                         | Sigma-Aldrich                       | L0663       | 1/1000        | N/A           |
| Rabbit anti-LAMININ                                              | Sigma-Aldrich                       | L9393       | 1/1000        | N/A           |
| Chicken anti-SYNDECAN-4                                          | Gift from Dr. B. Olwin              | N/A         | 1/1000        | N/A           |
| Chicken anti-GFP (YFP)                                           | Abcam                               | ab13970     | 1/1000        | N/A           |
| Rabbit anti-GFP (YFP)                                            | ThermoFisher Scientific             | A-11122     | 1/1000        | 1/2000        |
| Rabbit anti-phospho-S6 Ribosomal Protein (Ser235/236) [D57.2.2E] | Cell Signaling Technology           | 4858        | 1/100         | 1/2500        |
| Alexa647 mouse anti-Integrin alpha7 (clone R2F2)                 | UBC AbLab                           | 67-0010-10  | 1/100         | N/A           |
| Mouse anti-Integrin alpha7-Biotin (clone 3C12)                   | Miltenyi Biotec                     | 130-102-125 | 1/100         | N/A           |
| Mouse anti-CD34-Biotin (clone REA383)                            | Miltenyi Biotec                     | 130-105-830 | 1/100         | N/A           |
| BV421 mouse anti-SCA1 (clone D7)                                 | BD Biosciences                      | 553108      | 1/500         | N/A           |
| BV421 mouse anti-CD45 (clone 30-F11)                             | BD Biosciences                      | 12-0451-83  | 1/500         | N/A           |
| BV421 mouse anti-CD31 (clone 390)                                | BD Biosciences                      | 12-0311-81  | 1/500         | N/A           |
| BV421 mouse anti-CD11b (clone M1/70)                             | BD Biosciences                      | 12-0112-81  | 1/500         | N/A           |
| PE-Cy7 mouse anti-CD106 (VCAM1)                                  | BioLegend                           | 105719      | 1/100         | N/A           |
| PerCP/Cyanine5.5 Streptavidin                                    | BioLegend                           | 405214      | 1/500         | N/A           |

**Supplementary Table 2. List of primers.**

| <b>Gene</b>     | <b>Forward</b>         | <b>Reverse</b>          |
|-----------------|------------------------|-------------------------|
| <i>Gli1</i>     | CCCTTTCCTTGAGGTTGGGAT  | CCCAGACGGCGAGACAC       |
| <i>Gli2</i>     | CCCATGACTCTCACCTCCAT   | CTTGACCTTGCTCCGCTTAT    |
| <i>Gli3</i>     | TAGCTTCGACCTTCAGACCA   | AGGGGTAGGTGAAGCTCAAT    |
| <i>Ift88</i>    | GGAAAATGTTTCATCTGGCACC | CTGACTGCTGTGCTTGGTAT    |
| <i>Ptch1</i>    | TTCTGCTGCCTGTCCCTCTTA  | GCAAACCGGACGACACTT      |
| <i>Myf5</i>     | TGACGGCATGCCTGAATGTA   | ATCTGCAGCACATGCATTTGATA |
| <i>Myod1</i>    | TAGTAGGCGGTGTCGTAGCC   | TACAGTGGCGACTCAGATGC    |
| <i>Myogenin</i> | CAACCCAGGAGATCATTTG    | CATATCCTCCACCGTGAT      |
| <i>Pax7</i>     | GACGACGAGGAAGGAGACAA   | ACATCTGAGCCCTCATCCAG    |
| <i>Rps18</i>    | AACGGTCTAGACAACAAGCTG  | AGTGGTCTTGGTGTGCTGAC    |
| <i>Gapdh</i>    | TGTGTCCGTCGTGGATCTGA   | CCTGCTTCACCACCTTCTTGA   |
| <i>Hprt</i>     | GGCCAGACTTTGTTGGATTTG  | CACAGGACTAGAACACCTGC    |
| <i>Ppia</i>     | CAGTGCCAAGACTGAATG     | GTCGGAAATGGTGATCTT      |

## INVENTORY OF SUPPORTING INFORMATION

**Supplementary Data file 1.** Fold change analysis of transcriptomes from *Gli3*<sup>+/+</sup> ASCs vs *Gli3*<sup>+/+</sup> QSCs.

**Supplementary Data file 2.** Fold change analysis of transcriptomes from ASCs *Gli3*<sup>Δ/Δ</sup> vs *Gli3*<sup>+/+</sup> QSCs (QSC FC Gli3cKO vs Gli3Ctr) and *Gli3*<sup>Δ/Δ</sup> vs *Gli3*<sup>+/+</sup> ASCs (ASC FC Gli3cKO vs Gli3Ctr).

# Supplementary material for: GLI3 regulates muscle stem cell entry into GAlert and self-renewal
**Source:** Nat Commun. 2022 Jul 8;13:3961. doi: 10.1038/s41467-022-31695-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1:** Fold change analysis of transcriptomes from Gli3+/+ ASCs vs Gli3+/+ QSCs.

**Supplementary Data 2:** Fold change analysis of transcriptomes from ASCs Gli3Δ/Δ vs Gli3+/+ QSCs (QSC FC Gli3cKO vs Gli3Ctr) and Gli3Δ/Δ vs Gli3+/+ ASCs (ASC FC Gli3cKO vs Gli3Ctr).

# Supplementary material for: GLI3 regulates muscle stem cell entry into GAlert and self-renewal
**Source:** Nat Commun. 2022 Jul 8;13:3961. doi: 10.1038/s41467-022-31695-5
**Supplement:** Supplementary file 6 — Reporting Summary

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |     |           |
|-----|-----------|
| n/a | Confirmed |
|-----|-----------|
- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☒ ☐ A description of all covariates tested
  - ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

## Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Bio-Rad CFX96 Maestro instrument (qPCR), Zeiss Axio Observer.D1 (microscopy), EVOS M5000 (microscopy), Zeiss LSM 880 AiryScan (confocal microscopy), Summit (FACS), BD LSRFortessa cell analyzer with BD FACSDiva software v8.0 (flow cytometry), Amnis ImageStream X Mk II (imaging flow cytometry), Bio-Rad Image Lab software (Western blot chemiluminescence), Aurora Scientific 300C-LR-FP dual mode muscle lever system (force measurement), Illumina NextSeq 500 system (RNA-sequencing)          |
| Data analysis   | R software, GraphPad Prism v7.00, MATLAB-MathWorks r2015a, MATLAB application SMASH (Semi-Automatic Muscle Analysis using Segmentation of Histology), MuscleJ (ImageJ macro), ImageJ FIJI (imaging), Zeiss ZEN 2 software (microscopy), FlowJo v10 (flow cytometry), IDEAS software (imaging flow cytometry), Bio-Rad Image Lab software (Western blot quantification), Salmon v0.13.1 (RNA-sequencing), DESeq2 v1.28.1 (RNA-sequencing), goseq v1.40.0 (RNA-sequencing), fgsea v1.14.0 (RNA-sequencing) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-sequencing data are available on NCBI GEO accession number [GSE144871] (<https://www.ncbi.nlm.nih.gov/geo/>). RNA-seq reads were mapped to transcripts from GRCh38\_GENCODE.vM19 (<https://www.encodegenes.org/>). The raw images for the immunoblots are provided in Supplementary Fig. 9. The source data

underlying Figs. 1a, c, d; 2b, e, f; 3c, e-i, l, m; 4c, d, f, h, j; 5e-h; 6d; 7b-d, f-h and Supplementary Figs. 2d, f, g, i-m; 3b, e, g, i-l, n-q; 4b; 5e, f; 6c; 7a, c-e are provided in the Source Data file. The source data underlying Figs. 5b-d; 6a, b and Supplementary Figs. 1a, b; 5a-c; 6a, b are provided in the Supplementary Data files 1 and 2. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size is indicated in the figure legends for each experiment. No sample size calculation was performed. Sample size was determined based on the magnitude and consistency of measurable differences between groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | Biological and independent replicate experiments were successful. They were replicated independently by at least three of the different co-authors.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Randomization   | Gli3-control and Gli3-cKO mice were allocated to muscle regeneration experiments and fiber isolation based on genotype and irrespective of sex. There were no other selection criteria for the allocated animals.<br><br>In vitro cell culture and treatments did not require randomization and were performed using a minimum of 3 biological replicates to avoid any bias.                                                                                                                                                                                                                                                                                                               |
| Blinding        | For the injury procedures and in vivo force measurements, researchers were blinded to the genotype. For imaging acquisition, flow cytometry and ex vivo experiments (fiber culture), data analyses were blinded. Researchers performing the imaging acquisition and scoring, the flow cytometry recording and the fiber counting, were unaware of genotype. The genotype was decoded after acquisition and analysis.<br><br>For in vitro cell culture (qPCR, WB) and RNA-sequencing (collecting samples for quiescent and activated satellite cells, myoblasts and myotubes), experiments were not blinded but carried out using standard procedures that should not cause biased results. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Mouse anti-ARL13B [N295B/66] - Abcam ab136648</p> <p>Mouse anti-<math>\alpha</math>-TUBULIN (acetyl K40) [6-11B-1] - Abcam ab11323</p> <p>Mouse anti-PAX7 - DSHB PAX7</p> <p>Mouse anti-GLI3 [6F5] - Gift from Dr. S. Scales (Genentech) N/A</p> <p>Goat anti-GLI3 - R&amp;D Systems AF3690</p> <p>Rabbit anti-PKA R2/PKR2 (phospho S99) [E151] - Abcam ab238951</p> <p>Rabbit anti-IFT88 - Proteintech 13967-1-AP</p> <p>Mouse anti-TUBULIN (clone DM1A) - Sigma-Aldrich T9026</p> <p>Mouse anti-GAPDH - UBC AbLab 21-0017</p> <p>Mouse anti-alpha-ACTIN - Santa Cruz sc-32251</p> |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Mouse anti-Myosin Heavy Chain (MyHC) - DSHB MF20  
 Mouse anti-MYOD1 [5.8A] - Agilent Dako M3512  
 Mouse anti-MYOGENIN (clone F5D) - Santa Cruz sc-12732  
 Rabbit anti-DYSTROPHIN - Abcam ab15277  
 Rat anti-LAMININ [4H8-2] - Sigma-Aldrich L0663  
 Rabbit anti-LAMININ - Sigma-Aldrich L9393  
 Chicken anti-SYNDECAN-4 - Gift from Dr. B. Olwin (not commercially available) N/A  
 Chicken anti-GFP (YFP) - Abcam ab13970  
 Rabbit anti-GFP (YFP) - ThermoFisher Scientific A-11122  
 Rabbit anti-phospho-S6 Ribosomal Protein (Ser235/236) [D57.2.2E] - Cell Signaling Technology 4858  
 Alexa647 mouse anti-Integrin alpha7 (clone R2F2) - UBC AbLab 67-0010-10  
 Mouse anti-Integrin alpha7-Biotin (clone 3C12) - Miltenyi Biotec 130-102-125  
 Mouse anti-CD34-Biotin (clone REA383) - Miltenyi Biotec 130-105-830  
 BV421 mouse anti-SCA1 (clone D7) - BD Biosciences 553108  
 BV421 mouse anti-CD45 (clone 30-F11) - BD Biosciences 12-0451-83  
 BV421 mouse anti-CD31 (clone 390) - BD Biosciences 12-0311-81  
 BV421 mouse anti-CD11b (clone M1/70) - BD Biosciences 12-0112-81  
 PE-Cy7 mouse anti-CD106 (VCAM1) - BioLegend 105719  
 PerCP/Cyanine5.5 Streptavidin - BioLegend 405214  
 Alexa Fluor-conjugated secondary antibodies - ThermoFisher  
 HRP-conjugated secondary antibodies - Bio-Rad

## Validation

All the antibodies were validated in previous published work from the lab and by the manufacturers listed above.  
 For flow cytometry, the antibody panels used for muscle stem cell sorting (Alexa647 mouse anti-Integrin alpha7 (clone R2F2), anti-Integrin alpha7-Biotin (clone 3C12), Mouse anti-CD34-Biotin (clone REA383), BV421 mouse anti-SCA1 (clone D7), BV421 mouse anti-CD45 (clone 30-F11), BV421 mouse anti-CD31 (clone 390), BV421 mouse anti-CD11b (clone M1/70), PE-Cy7 mouse anti-CD106 (VCAM1), PerCP/Cyanine5.5 Streptavidin) has been validated in the lab previously (Addicks et al., NCOMMS, 2019; Sincennes et al., NCOMMS, 2021).  
 Mouse anti-ARL13B [N295B/66], rabbit anti-IFT88 and mouse anti- $\alpha$ -TUBULIN (acetyl K40) [6-11B-1] have been validated previously to detect the primary cilium in cells as shown in manufacturers' websites.  
 Mouse anti-PAX7, mouse anti-Myosin Heavy Chain (MyHC), mouse anti-MYOD1 [5.8A], mouse anti-MYOGENIN (clone F5D), rabbit and chicken anti-GFP, mouse anti-GAPDH and mouse anti-TUBULIN (clone DM1A) antibodies have been validated in the lab previously (Addicks et al., NCOMMS, 2019).  
 Rabbit anti-DYSTROPHIN, rat and rabbit anti-LAMININ [4H8-2] antibodies have been validated in the lab previously (Sincennes et al., NCOMMS, 2021).  
 Mouse anti-GLI3 [6F5] has been validated by Dr. S. Scales lab (Wen et al., Mol Cell Biol, 2010). Goat anti-GLI3 has been validated for detection of GLI3 as shown in the manufacturer's website.  
 Rabbit anti-PKA R2/PKR2 (phospho S99) [E151] only detects PKA R2/PKR2 phosphorylated on Serine 99 and has been validated for IF as shown in the manufacturer's website.  
 Mouse anti-alpha-ACTIN is used as a loading control for western blot and has been validated as shown in the manufacturer's website.  
 Rabbit anti-phospho-S6 Ribosomal Protein (Ser235/236) [D57.2.2E] detects endogenous levels of ribosomal protein S6 only when phosphorylated at Ser235 and 236 and has been validated as shown in the manufacturer's website.  
 Chicken anti-SYNDECAN-4 has been validated in the lab (Sincennes et al., NCOMMS, 2021).

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mixed genetic background (129SV and C57BL/6) mice were used in the study. All the mice used in this study were males and females, from 2 to 10 month-old. Mice were sex and age-matched in all experiments. The Data source file also provides all this information for the mice used in each experiment.                                              |
| Wild animals            | Study did not involve wild animals.                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | Study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | All experimental protocols for mice used in this study were performed in accordance with the guidelines established by the University of Ottawa Animal Care Committee, which is based on the guidelines of the Canadian Council on Animal Care (CCAC). Protocols were approved by the Animal Research Ethics Board (AREB) at the University of Ottawa. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Quiescent satellite cells were obtained from uninjured hindlimb muscles, while activated satellite cells were obtained from CTX-injured tibialis anterior and gastrocnemius muscles 3 days after the induced-injury. Dissected muscles were minced in collagenase/dispase solution followed by dissociation using the gentleMACS Octo Dissociator with Heaters (Miltenyi Biotec) to obtain single cell suspensions. Cell doublets were excluded from the analysis (FSC-H vs FSC-A or FSC-W vs FSC-A). Satellite cells (CD31-, CD45-, SCA1-, CD11b-, Itga7+, CD34+/VCAM+) were sorted and used for analysis. |
| Instrument                | Flow cytometry analyses were performed on a BD LSRFortessa cell analyzer and FACS was performed on MoFlo XDP at the Ottawa Hospital Research Institute.                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Software                  | Flow cytometry data acquisition: FACSDiva<br>FACS data acquisition: Summit<br>Data analysis: FlowJo                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Cell population abundance | Purity of the post-sort fractions was determined by flow cytometry on the sorted samples. Only samples that were >90% pure were kept for analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Gating strategy           | Gating strategy was performed using unstained and single-stained samples. The gating strategy for sorting the satellite cells is provided in a Supplementary Figure 8.                                                                                                                                                                                                                                                                                                                                                                                                                                      |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

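Satellite cells of *Gli3*+/+ and *Gli3*∆/∆ mice were sequenced as QSCs and as ASCs 3 days after injury, in 12 libraries of 4 groups. The authors deposited estimated counts per gene (salmon v0.13.1, GRCm38 with GENCODE vM19, tximport; by their methods, genes with at least 5 mapped reads in at least 2 samples), without normalization. They also deposited 4 tables of their own DESeq2 comparisons. Each table's mean signal per gene is the authors' mean of counts divided by size factors over their samples, and served only to describe genes. In these tables the authors' log2 fold changes are shrunken by apeglm and are positive where the group named first is higher; they are printed with the direction turned to *Gli3*∆/∆ over *Gli3*+/+ and ASC over QSC. The p-values and adjusted p-values are the authors' too. In each table 169 genes carry no p-value, and an adjusted p is given for 20552 genes in the genotype comparison of ASCs, 22492 in that of QSCs and 24924 in either comparison of cell states.

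The count table has 12 columns of libraries. The 6 columns of QSC libraries carry the sample titles. The other 6 columns, of ASC libraries, match no label and no list in the paper, and were not used for any reported value. The design set before the data were examined was 1 fit over all 12 libraries; only the 6 QSC libraries could be fitted, and that fit gives every QSC result. No ASC library could be compared, left out or regrouped, and the difference of the *Gli3* effect between ASCs and QSCs was not tested.

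Counts were rounded and tested with edgeR 4.0.16 (R 4.3.3): TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, no further filter. A gene was called at an adjusted p under 0.05 and a fold change of at least 1.2. Alternatives were DESeq2 1.42.0, limma 3.58.1 (voom with sample quality weights), DESeq2 size factors, filterByExpr, at least 10 counts in every library, the replicate number as a block, no minimum fold change, and leaving out each library. Totals ranged from 39556784 to 65750131 counts per library. The libraries' exact tests of a single value, 3 against 3, cannot go below p = 0.1.

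Reactome sets of 10 to 500 genes were tested with limma's camera at a preset correlation of 0.01, and with fry, an estimated correlation and fgsea 1.28.0. For the authors' deposited tables, p-values were turned into signed normal scores and tested with limma's cameraPR. The 23 sets were chosen to match the paper's terms. The hallmark sets were not used here. The lists of markers, 14 in all, cover macrophages, neutrophils, endothelial, fibro-adipogenic, mural and Schwann cells, lymphocytes, erythroid cells, platelets, myogenic cells, myofibers, the dissociation response, Y-linked genes and X inactivation.

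The text names the genes the paper names in its RNA-sequencing text, the 32 Hedgehog genes of its supplementary heatmaps, the markers, and in QSCs the 3 genes with the largest rise and the 3 with the largest fall among those called with a mean normalized count of at least 100 and no overlap between groups. That last rule could not be applied to ASCs. Results for some of these genes are not reported here. Positions come from GENCODE vM21, on the same build; 96.3% of the gene identifiers carry the same version there.

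The tests were checked on simulated counts with 200 of 25093 genes changed. edgeR recovered 71.5% of them (91.4% of 4-fold and 44% of 2-fold changes) and called 14 unchanged genes, DESeq2 recovered 85.5% and called 57 unchanged genes, and limma-voom recovered 64% and called 7. Both raised sets were found by camera and by cameraPR. Each test also called 3 sets that were not raised, all of them sharing genes with a raised set. The simulated genes varied independently of each other, so this check cannot show how camera behaves for genes that move together. In the QSC libraries the estimated correlation was 0.202 for respiratory electron transport and 0.293 for translation. The simulated rise was also larger than the median log2 fold changes of these sets, 0.15 and 0.09.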

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

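Apart from the comparison of other splits of the libraries and the test of loci around the engineered alleles, the tests of the QSC genes below were chosen after their result was seen.

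Of the 88 genes called between *Gli3*∆/∆ and *Gli3*+/+ QSCs, 35 are pseudogenes, outside the genes the paper discusses. Of the 10 splits of the 6 QSC libraries into 3 and 3, 1 gave as many calls, the real one; the others gave 0 or 1, but 10 splits cannot give a share under 0.1. Variation linked to the engineered alleles as the whole cause is argued against by 0 of the 88 called genes lying within 10 Mb of *Gli3*, *Pax7* or Rosa26. In these windows lie 794 of the tested genes, and 2.78 calls would fall by share. Both genotypes carry the engineered *Pax7* and Rosa26 alleles, so by design they differ only at *Gli3*. The *Gli3* window holds 244 tested genes, so few calls would fall there by share, and their absence alone says little. A difference present only in QSCs is argued against by 75 of the 88 changing in the same direction in the authors' deposited table of ASCs, against a median of 47 and at most 65 in 10000 draws of uncalled genes matched on mean expression (permutation p = 0.0001, the smallest the draws can give). What stays open includes reads shared between pseudogenes and their parent genes, since pseudogenes made up 39.8% of the called genes and 12.0% of those tested (Fisher's exact test, p = 3.1e-11). Inherited sequence differences between the mice of the genotypes are a candidate explanation as well: 30 of the called genes had another within 1 Mb, against a median of 10 and at most 28 in the draws (permutation p = 0.0001, the smallest the draws can give), and the paper gives the mice as a mix of 129SV and C57BL/6. The draws do not match gene families, and neighbors such as *Plac9a* and *Plac9b* or *Duxbl1* and *Duxbl2* could share reads, so these explanations may act together. An effect of *Gli3* deletion in both states also remains open and was not tested. Of the 88 genes, 32 are neither pseudogenes nor near another called gene.

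In the authors' deposited table of ASCs, the Schwann cell markers had a median log2 fold change of −2.50 in *Gli3*∆/∆ over *Gli3*+/+. *Mbp* was lower by −2.75 and carries no p. The paper does not discuss them. RNA of another cell type in the *Gli3*+/+ libraries, weighed before the result was seen, is one candidate source: 11 of 65 markers of other cell types were called lower, but 4 of the 11 are the Schwann cell markers themselves. Without that list, 7 of 61 were called lower (11.5%, against 3.0% of all genes; Fisher's exact test, p = 0.0021, with markers of one cell type not independent of each other). Pooling the lists for this test, and leaving out the Schwann cell markers, were chosen after the values were seen. The fibro-adipogenic list had a median of −1.16 and the endothelial list −0.46. The mural (−0.04), erythroid (−0.03), platelet (−0.03), lymphocyte (−0.02) and neutrophil (0) lists held no called gene and were not past the threshold. Their adjusted p ran from 0.0612 for lymphocytes to 0.707 for neutrophils (limma's cameraPR). Of 68 markers of other cell types with a p, 64 had a lower mean in *Gli3*∆/∆ ASCs, against 49.4% of all genes. The macrophage list was lower in the authors' deposited table (adjusted p = 2.11e-07 from limma's cameraPR), with *Mrc1* at −1.83, *Cd68* at −1.58 and *Cd14* at −1.53 called, although its median was −0.06 and *Lyz2* was at −0.09. These values are shrunken. Against QSCs, the same list rose by a median of 7.34 in *Gli3*+/+ ASCs and of 5.03 in *Gli3*∆/∆ ASCs in the authors' deposited tables. Whether 1 library carries the difference, and how often other splits give as many calls, was not tested, since the ASC counts were not used. A true difference in the cells sorted from *Gli3*∆/∆ muscle stays open.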

How the results depend on the processing

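Of the QSC results, the correlation of group means (0.9748 to 0.993 over all alternatives) and the count of Hedgehog genes called (0, except 1 with DESeq2, *Gli1*) moved little. With DESeq2 in place of edgeR, 192 genes were higher and 192 lower in *Gli3*∆/∆ QSCs, against 47 and 41; DESeq2 also called more unchanged genes in the simulated data. Among genes with at least 10 counts in every library, 22 were higher and 26 lower; fewer genes are tested there, and genes without counts in one group are left out. Across the 6 fits that each left out one replicate, from 32 to 50 genes were higher and from 26 to 53 lower, with 32 and 26 without *Gli3*∆/∆ QSC replicate 3. limma-voom gave 36 and 37, DESeq2 size factors 48 and 42, filterByExpr 45 and 40, and adjusted p alone 47 and 41.

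The first component of the QSC libraries held 53.5% of the variance, 41.1% on log2 CPM and 38.2% over all genes, and kept the genotypes apart in each; the cause was not tested. With 1 library left out it held 52.2 to 61.4%.

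Of the 23 Reactome sets matched to the paper's terms, 2 were higher in *Gli3*∆/∆ QSCs with camera, 0 with fry and 0 with an estimated correlation. On these 23 sets, fgsea gave 3 higher and 1 lower. Across the 6 fits that each left out one replicate, 1 to 5 were higher and 0 to 1 lower, with 5 higher without *Gli3*+/+ QSC replicate 3. Hedgehog signaling was among the sets higher with fgsea and without that replicate. Respiratory electron transport was called in each of these 6 fits, while translation was called in 3 of them. The cause was not tested. For ASCs, fgsea gave 11 and 8 against 10 and 7. In QSCs, further sets passed the threshold by camera when all 917 Reactome sets tested were adjusted together. Mitochondrial translation was higher (adjusted p = 0.000856 from limma's camera). Immunoregulatory interactions between a lymphoid and a non-lymphoid cell were lower (adjusted p = 0.00872 from limma's camera).

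With the replicate number as a block, 41 genes were higher and 38 lower. The numbers did not pair the libraries: deviations of same-numbered libraries correlated at −0.18, −0.07 and −0.05.

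*Deptor* had a log2 fold change from −1.78 to −1.26 across the fits that each left out one replicate, and was called only with DESeq2 and without *Gli3*∆/∆ QSC replicate 2. Single genes gave 5 weaker and 3 stronger values. The weaker values, where a call was lost, were of *Gm21451* and *Rps13-ps1*. The stronger values, where a call was gained, were of *Deptor* and *Gli1*. The direction of 17 genes reversed under at least 1 alternative. *Cflar* was 0.00 with DESeq2 and with its size factors, and *Spop* −0.02 with limma-voom. With one replicate left out, the log2 fold change ran from −0.03 to 0.31 for *Gli2*, −0.08 to 0.22 for *Bcl2*, −0.07 to 0.87 for *Ccnd1*, −0.40 to 0.08 for *Mycn*, −0.09 to 0.69 for *Fst*, −0.35 to 0.10 for *Akap5*, −0.60 to 1.30 for *Foxf1*, −1.12 to 0.06 for *Prdm1* and −0.26 to 0.02 for *Ift88*. It ran from −0.04 to 0.36 for *Gpr161*, −0.01 to 0.31 for *Prkar2b*, −0.05 to 0.17 for *Prkacb*, −0.08 to 0.05 for *Cflar*, −0.07 to 0.08 for *Spop*, −0.12 to 0.06 for *Cul3*, −0.34 to 0.08 for *Pde4b* and −0.07 to 0.08 for *Prkar1a*. The cause was not tested.

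Not run, because the ASC counts were not used: the fit of all 12 libraries, the comparisons of ASCs and of cell states on counts, the difference of the *Gli3* effect between states, the other placements of the 2 ASC libraries with conflicting labels, leaving out ASC libraries, and fry or an estimated correlation for ASC sets.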

Differences from the paper's values

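No value computed in the main setting differed from the paper's by more than the spread. The paper's count of transcripts higher in *Gli3*∆/∆ QSCs is 41, against 47 here. The counts are not like for like: the paper's methods name DESeq2 and shrunken fold changes, while edgeR's fold changes here were not shrunken. Among the alternatives set before the data were examined, the replicate block gave 41; DESeq2 gave 192 and the filter of at least 10 counts gave 22, both over 1.5 times away.

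The paper treats *Deptor* as lower in *Gli3*∆/∆ satellite cells; here its adjusted p in QSCs was 0.0744 with edgeR, 9.69e-06 with DESeq2 and 0.0443 without *Gli3*∆/∆ QSC replicate 2. It was called in the authors' deposited table of QSCs, at −1.34 (adjusted p = 0.000111 from DESeq2). For *Gli1* in QSCs the paper reports no significant change; DESeq2 on the 6 QSC libraries gave an adjusted p of 0.0339. The paper's statement of no significant change in QSCs concerns GLI-target genes, and its text does not name *Prkar1b* as one. *Prkar1b* is on the list of Hedgehog components and targets in Supplementary Fig. 5. The authors' deposited table has it at −1.91 (adjusted p = 0.00109 from DESeq2), against −0.36 from the QSC counts (adjusted p = 0.906 from edgeR). Supplementary Fig. 6 marks *Gli3* alone among the Hedgehog genes as changed in ASCs, while the authors' deposited table also has *Hhip* at 1.34 (adjusted p = 0.0136 from DESeq2) and *Prkar1b* at −1.86 (adjusted p = 0.00147 from DESeq2). The authors' deposited tables hold 134 genes higher and 611 lower in *Gli3*∆/∆ ASCs, and 69 higher and 94 lower in *Gli3*∆/∆ QSCs, at the paper's thresholds.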

Other observations

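The test of gene correlation below was chosen after the result was seen.

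All 88 genes called in QSCs had the same direction in the authors' deposited table of QSCs, and 56 of them had an adjusted p under 0.05 there. With the minimum fold change as well, 36 were called there, of the 163 genes that table calls. By adjusted p alone, 21 of the 88 were under 0.05 in the authors' deposited table of ASCs, 20 of them in the same direction.

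The higher respiratory electron transport set in *Gli3*∆/∆ QSCs may rest in part on genes that move together from library to library: with the correlation estimated from the libraries (0.202), the adjusted p from limma's camera was 0.934, against 6.8e-09 at the preset 0.01. This is a hypothesis from 6 libraries, and a true small rise in many genes stays open.

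For the 14 marker lists in QSCs, 3 libraries against 3 cannot pass an exact permutation test, so the differences in mean log2 CPM between *Gli3*∆/∆ and *Gli3*+/+ are given as values only. They were −1.0 for Schwann cells (SD 0.28 in either group, with no overlap between the groups; exact permutation p = 0.1, the smallest possible), 0.12 for macrophages, 0.44 for neutrophils, −0.29 for endothelial cells, 0.22 for fibro-adipogenic cells, −0.31 for mural cells, −0.39 for lymphocytes, 0.03 for erythroid cells, −1.32 for platelets, 0.02 for myogenic cells, 0.21 for myofibers, −0.10 for the dissociation response, 0.22 for Y-linked genes (exact permutation p = 0.1) and −0.67 for *Xist*. By cameraPR (limma) on the authors' deposited table of QSCs, the platelet list of 3 genes was lower (adjusted p = 1.68e-09 from limma's cameraPR), with 0 genes called. Its lowest p-value there was that of *Ppbp* (adjusted p = 8.06e-15 from DESeq2), which was counted at 3.48 CPM in *Gli3*+/+ QSC replicate 1 and at 0 in the other 5 QSC libraries. The other 13 lists were not past the threshold in that test.

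In the authors' deposited table of *Gli3*+/+ ASCs against QSCs, all 15 macrophage markers were called higher in ASCs, and all 10 genes of the dissociation response were called lower, with a median log2 fold change of −3.64.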
